# A cytokine screen using CRISPR-*Cas9* knock-in reporter pig iPS cells reveals that Activin A regulates *NANOG*

**DOI:** 10.1186/s13287-020-1588-z

**Published:** 2020-02-18

**Authors:** Junjun Xu, Zheng Zheng, Xuguang Du, Bingbo Shi, Jichang Wang, Dengfeng Gao, Qianqian Zhu, Xinze Chen, Jianyong Han

**Keywords:** Pluripotency, CRISPR/*Cas9*, *NANOG* reporter, Cytokine screen, Activin A

## Abstract

**Background:**

*NANOG* functions as the gateway for the generation of pluripotent stem cells (PSCs) in mice and humans. NANOG is a transcription factor highly expressed in pig pre-implantation embryos, indicating that it is a conserved pluripotency-associated factor. However, pig *NANOG* reporter PSCs have yet to be established, and the regulation of pluripotency by *NANOG* is not fully understood in this animal.

**Methods:**

In this study, pig *NANOG* tdTomato knock-in reporter positive PC-iPS cells were established using CRISPR*/Cas9*. The resulting cell line was treated with several cytokines and their corresponding inhibitors to identify pathways that regulate *NANOG* expression. The pathways examined were LIF (leukemia inhibitory factor)/IL6 (interleukin 6)-STAT3, FGF (fibroblast growth factor)/ERK, IGF1 (insulin-like growth factor 1)/PIP3 (phosphoinositide 3-kinase)-AKT, Activin A/SMAD, and BMP4 (bone morphogenetic proteins)/SMAD.

**Results:**

Our experiments showed that the Activin A/SMAD pathway is directly associated with activation of *NANOG* expression in the pig, as is also the case in mice and humans. Activin A directly regulates the expression of pig *NANOG* via SMAD2/3; inhibition of this pathway by SB431542 resulted in inhibition of NANOG expression.

**Conclusions:**

Our results show that Activin A plays an important regulatory role in NANOG-mediated pluripotency in pig iPS cells. Activin A treatment may be therefore an effective method for de novo derivation of authentic embryonic stem cells (ESCs) from pig pre-implantation embryos.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-020-1588-z) contains supplementary material, which is available to authorized users.

## Background

The availability of mouse [1] and human [2] embryonic stem cells (ESCs) has stimulated advances in regenerative medicine and provided insights into the genes that control pluripotency and cell fate. *NANOG*, *OCT4*, and *SOX2* are key regulatory genes that encode the core pluripotency circuitry in mice, rats, and humans [3, 4]. NANOG is a transcription factor that plays an important role in maintaining the pluripotency of ESCs [5, 6]; it safeguards pluripotency and mediates germline development in mice [7]. Downregulation of *NANOG* can induce human ESC differentiation [8]. NANOG is also expressed heterogeneously: high NANOG expression is observed in ESCs, whereas low expression is observed in primitive endoderm cells [9]. NANOG is also highly expressed in pig pre-implantation embryos [10]. Recently, pig pluripotent stem cells (PSCs) were established from the inner cell mass of pig blastulas [11–13]. We found that induced pluripotent stem cells (iPSCs) from pigs express NANOG heterogeneously [14], as in mouse PSCs [15, 16]. Various CRISPR*/Cas9* gene-editing strategies have been used to create reporter cell lines that accurately represent NANOG expression dynamics [16–20]. However, pig *NANOG* knock-in reporter PSCs have not been established.

ESC fate determination is controlled by several key signaling pathways; LIF/JAK-STAT, FGF/ERK, Activin/SMAD, BMP4/SMAD, and IGF1-PI3K/AKT. Mouse and human ESCs use different regulatory pathways for sustaining pluripotency. Mouse pluripotency is defined as having naïve and primed states [21]. Mouse ESCs (naïve state) rely on the LIF/JAK-STAT pathway to maintain pluripotency. However, epiblast stem cells (EpiSCs) from post-implantation blastocysts (primed state) rely on the FGF/ERK and Activin/SMAD signaling pathways [22]. IL6 also activates the JAK-STAT3 pathway and increases the induction efficiency for mouse and human pluripotent stem cells (iPS) [23]. In contrast, human ESCs rely on the bFGF and TGF-β/Activin signaling pathways to maintain their pluripotency [24]. The BMP4-SMAD and LIF-STAT pathways sustain mouse ESC pluripotency [25], while the BMP4-SMAD pathway promotes human ESC differentiation by downregulating *NANOG* [24, 26, 27]. The IGF1-PI3K/AKT signaling pathway promotes human pluripotency and self-renewal [28, 29] and also promotes mouse pluripotency [30, 31]. Whether pig *NANOG* regulation is similar to that of mouse or human is unknown.

Pig pluripotent stem cells can be used in pig breeding, to model pig disease and to test pre-clinical regenerative medicines. Although pig expanded pluripotent stem cells [12], dome-shaped iPS cells [14], and ESCs [13] have recently been established, germline ESCs/iPSCs are not yet available. Many cytokines have been used to generate pig pluripotent stem cells, such as LIF [32–34], bFGF [35], and LIF and bFGF in combination [36, 37]. However, it is not known which cytokine directly activates *endo-NANOG* expression*.*

To address this question, we established pig *NANOG* tdTomato knock-in iPS cells using CRISPR*/Cas9* and then treated them with various cytokines and their corresponding inhibitors to identify the key pathway that regulates *NANOG* tdTomato expression.

## Materials and methods

### Nucleic acid extraction and PCR/RT-PCR

Total DNA and RNA were extracted from cultured pig *NANOG* tdTomato knock-in positive PC-iPS cells using DNA and RNA extraction kits following the manufacturer’s protocol (Tiangen, DP304-03 and DP430, respectively). cDNA was prepared by reverse transcription PCR using 5× All-In-One RT MasterMix (Abcam, G916). Quantitative PCR was conducted in 15 μL reactions containing 2× RealStar Green Power Mixture (Genestar, A311-05), using a quantitative PCR instrument (Roche, LightCycler 480). The amplification conditions were as follows: 95 °C for 10 min; then 45 cycles of 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 10 s.

### Vector construction

A custom single-guide RNA (sgRNA) sequence was designed using the Benchling web tool (https://benchling.com/crispr). The *NANOG* sgRNA sequence was inserted into the pGL3-U6-sgRNA-PGK-puromycin plasmid (Addgene, 51133) using the NEB® Golden Gate Assembly Kit (BsaI-HF®v2) according to the manufacturer’s instructions (NEB, E1601). The structure of the *NANOG* sgRNA plasmid is shown in Additional file 2: Figure S1A. The sgRNA sequence was inserted in the form of an annealed oligonucleotide primer (Additional file 1: Table S1: NANOG sgRNA F; NANOG sgRNA R) containing sticky ends. The vector structure was verified by Sanger sequencing.

The DNA donor plasmid was constructed using NEBuilder® HiFi DNA Assembly Master Mix (NEB, E2621X) and consists of four fragments (Backbone, Left Homology Arm-2×FLAG, 2×FLAG-P2A-tdTomato-loxp-Puro-loxp, Right Homology Arm). The structure of the *NANOG* donor plasmid is shown in Additional file 2: Figure S1B. The backbone fragment was generated by restriction enzyme digestion (XbaI and HindIII) and the 15–25-bp identical sequence required for Gibson assembly was generated using 5′-overhang primers. The homology arm fragments were PCR amplified in three steps. First, from chromosome 1 (Chr1), a 5196-bp region containing *NANOG* coding sequences and downstream region (Additional file 1: Table S1: *NANOG* Raw F; *NANOG* Raw R) was subcloned. Second, the left and right homology arms were amplified from the 5196-bp template using an overhang primer with a 23-bp gRNA target upstream of the left arm (Additional file 1: Table S1: *NANOG* 5′ Arm 1F; *NANOG* 5′ Arm 1 *Mut* R) and downstream of the right arm (Additional file 1: Table S1: *NANOG* 3′ Arm 1F; *NANOG* 3′ Arm 1R). The left arm’s silent point mutation (*Mut*) was within the gRNA target protospacer adjacent motif (PAM) in order to prevent *Cas9* from cutting after insertion or introducing an unintended cut on the donor strand. Finally, the 15–25-bp identical sequences were added to overhang primers using amplicons from the second step as templates. Specifically, for the region downstream from the left arm, the identical downstream utilized sequence was the 24-bp FLAG end introduced by an overhang primer containing 2×FLAG in two steps (Additional file 1: Table S1: *NANOG* 5′ Arm 2 F; *NANOG* 5′ Arm 2 R; *NANOG* 5′ Arm 3 F; *NANOG* 5′ Arm 3 R). For the right arm, the identical end was added in one step. The tdTomato sequence and puromycin resistance cassette were PCR amplified from an existing plasmid as a 3-kb P2A-tdTomato-loxp-Puro-loxp fragment, which was then used as a template (Additional file 1: Table S1: tdTomato-Puro 1F; tdTomato-Puro 1R). Overhang primers containing 2×FLAG sequence and downstream identical sequence were added upstream and downstream of the 3-kb fragment (Additional file 1: Table S1: tdTomato-Puro 2F; tdTomato-Puro 2R). The four fragments with specific identical ends were mixed at a molar ratio of backbone: left arm: tdTomato and puromycin: right arm = 1:2:2:2, and incubated at 55 °C for 1 h, following the protocol in the NEB HiFi-DNA assembly instruction manual. The product was transformed into Trans5-α competent cells (Transgene, CD201-02). The construct was verified by Sanger sequencing.

### Genotyping

Genomic DNA was extracted from cells containing the tdTomato *NANOG* insertion. To verify the target insertions, PCR was used to amplify the 5′ and 3′ junctions from the Chr1-*NANOG* and Chr5-*NANOG* transgenes; WT PC-iPS genomic DNA was used as control. The genotyping primers were intentionally designed to anneal outside of the homology arm as a precaution against the entire linearized donor being accidentally inserted by non-homologous end joining (NHEJ) during DNA repair. However, no evidence for this event was detected in later experiments (Additional file 1: Table S1: Chr1 5′ Test F; Chr1 5′ Test R; Chr5 3′ Test F; Chr5 3′ Test R; Chr1 3′ Test R; Chr1 5′ Test F; Chr1 5′ Test R). Insertions were observed at both targeted sites. The PCR-amplified DNAs were subjected to Sanger sequencing to confirm the integrity of the construct.

### Cell culture and plasmid electro transfection

Pig pericyte-derived induced pluripotent stem cells (PC-iPS cells) were cultured in a modified EPS culture system [14]. Cells were cultured in LCDMV, which consisted of a base medium containing 50% (v/v) DF12 (Gibco;10,565–018) and 50% (v/v) Neurobasal™ Medium (Gibco, 21103-049). The medium also contained 10 ng/ml LIF (Peprotech, 300-05-1000), 1 μM CHIR99021 (CHIR) (Tocris, 4423), 2 μM (S)-(+)-dimethindene maleate (DIM) (Tocris, 1425), 2 μM minocycline hydrochloride (MIH) (Santa Cruz, sc-203,339), and 40 μg/mL vitamin C (Vc) (Sigma, A92902). When the PC-iPS cells reached 70% confluence, they were dissociated using StemPro™ Accutase™ Cell Dissociation Reagent (A1110501; Gibco). Electrotransfection was used to transfer plasmids into the cells. Briefly, 4 μg pST1374-NLS-flag-linker-Cas9 plasmids (Addgene, 44,758), 4 μg *NANOG* sgRNA plasmid, and 4 μg *NANOG* HMEJ donor plasmids (mass ratio 1:1:1) were co-transfected into 2.5 × 10^6^ PC-iPS cells using a Lonza AMAXA Lonza Nucleofector 2B/II (Loza, Amaxa 2B), configured to use the A030 program. To select transformants, puromycin dihydrochloride (Thermor, A1113803) (1 μg /mL) and blasticidin (Invitrogen, R210–01) (10 μg /mL) were added to the culture media 24 h post transfection. After 48 additional hours of incubation, puromycin dihydrochloride (1 μg/mL) was added again, the cells were cultured for four additional days.

### Immunocytochemistry

PC-iPS cells were passaged in 24-well plates (Nunc, 142475) and cultured for 3 days in preparation for immunocytochemistry analysis. Cells were fixed by aliquoting 4% paraformaldehyde solution (Sangon Biotech, 3053589-4) into each well then incubating 20 min at room temperature. Cells were then washed twice with PBS (Gibco, C14190500BT), then treated with 0.5% Triton X100 (Sangon Biotech, A110694-0100) in PBS for 40 min at room temperature. Cells were washed twice with PBS then blocked with a blocking reagent (Beyotime, P0102) for 30 min at room temperature. Next, primary antibodies against NANOG protein (Peprotech, 500-P236) (1:500), SOX2 protein (Santa Cruz, SC365823) (1:500), OCT4 protein (Santa Cruz, SC8628) (1:500), α-SMA protein (Abcam, ab5694) (1:500), Vimentin protein (Abcam, ab92547) (1:500), and β-Tubulin protein (Abcam, ab45939) (1:500) and ANTI-FLAG® M2 protein (Sigma, F1804-1) (1:1000) were added to appropriate wells and incubated overnight at 4 °C. Cells were washed again, secondary antibodies were added, and the reactions were incubated for 1 h at room temperature. The secondary antibodies were Alexa Fluor 594 donkey anti-mouse IgG (H+L) highly cross-adsorbed secondary antibody (1:750) (Thermo, A21203), Alexa Fluor 594 donkey anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody (1:750) (Thermo, A21207), and Alexa Fluor 488 donkey anti-Rabbit IgG (H+L) highly cross-adsorbed secondary antibody (1:750) (Thermo, A-21206). The antibodies were diluted using secondary antibody solution (Beyotime, P0108). DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride) (1:5000) (Invitrogen, D1306) was used to stain nuclei.

### RNA sequencing and transcriptome analysis

Before RNA extraction, feeder cells were removed in order to avoid sequencing artifacts. Dissociated PC-iPS cells were plated onto six-well plates and cultured for 1 h. The suspended cells were collected for RNA extraction, leaving behind the attached cells (primarily consisting of feeders). Total RNA samples (2 μg each) were suspended in 15 μL RNAase-free ddH_2_O, packed in dry ice, and submitted to Anoroad Gene Technology Corporation (Beijing, China) for RNA sequencing.

Low-quality reads and adaptor sequences were discarded using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim galore/). The remaining reads were aligned to the pig genome version Ssc11.1 (from Ensemble) using Hisat2 [38]. Read counts were calculated using featureCounts [39] and expression levels were normalized as FPKM using gene annotation files from Ensemble as a guide (release 97) and StringTie [40]. Differentially expressed genes (DGE) were identified using DEseq2 [41]. A gene was defined as differentially expressed if its fold-change value was 1 or more, with an adjusted *p* value ≤ 0.05. KEGG pathway analyses were performed using ClusterProfiler [42]. Re-analyzed previously published data are available under the accession codes GSE139512 [43] for pig pre-implantation embryos and E-MTAB-7253 [12] for pig EPS cells.

### Effect of cytokines and their inhibitors on regulation of N*ANOG* tdTomato expression

Media used in these experiments, designated “T1”, was LCDMV (used for culturing PC-iPS) minus LIF. Experiments were conducted in 12-well plates (Nunc; 150628), and *NANOG* tdTomato PC-iPS cells were passaged three times to ensure that *NANOG* tdTomato was stably expressed. To test the response of each cell line to individual cytokines, the T1 culture medium was supplemented with LIF (Peprotech, 300–05-1) (5 ng/mL, 10 ng/mL), IL-6 (R&D, 206-IL) (50 ng/mL, 100 ng/mL), IGF1 (Peprotech, 100-11-1000) (50 ng/mL, 100 ng/mL), bFGF (Peprotech, D2017) (5 ng/mL, 10 ng/mL), Activin A (Peprotech, 1017) (5 ng/mL, 10 ng/mL), or BMP4 (Peprotech, 120-05ET) (5 ng/mL, 10 ng/mL). The corresponding signal pathway inhibitors were as follows: 10 μM ruxolitinib (INCB018424) (Selleck, S1378) (Jak-STAT pathway inhibitor), 10 μM Ly294002 (S1737 1 mg) (PIP3-AKT pathway inhibitor), 10 μM AZD4547 (Selleck, S2801) (bFGF-ERK pathway inhibitor), 10 μM SB431542 (Selleck, S1067) (TGF-β/Activin A pathway inhibitor), and Noggin (R&D, 6057-NG-025) (antagonist of BMP4) (50 ng/mL and 100 ng/mL). Fluorescence microscopy, flow cytometry, and RT-PCR were done to detect expression of *NANOG* tdTomato.

### Flow cytometry

*NANOG* tdTomato PC-iPS monolayers were dissociated into single cells using StemPro™ Accutase™ Cell Dissociation Reagent. To prevent impurities from affecting the fluorescence signal, the cells were filtered through strainer meshes (Corning, 431751) and washed twice with PBS. Fluorescence-activated cell sorting was performed using a BD FACSAria at the Tsinghua Core Facility Center. The BD FlowJo_V10 application was used to analyze the data.

### Western blots

Cells were washed two times with cold PBS, and then dissociated and centrifuged at 3000 rpm for 5 min at 4 °C. Two hundred microliters of RIPA Lysis Buffer (Beyotime Biotechnology, P0013K), containing protease and phosphatase inhibitor cocktail (Beyotime Biotechnology, P1045) was added to cell pellets which were then incubated on ice as they lysed. Cell lysates were centrifuged at 14,000×*g* for 25 min at 4 °C, and the protein concentration in the supernatants was determined by Bradford assay (BIO-RAD, 500-0205). Separating gel buffers for 5% and 10% SDS-PAGE were prepared (CWBIO, CW0026), and samples were subjected to electrophoresis at 80 V for 5 min and 120 V for 45 min. Proteins were transferred to PVDF membrane (IPVH00010, Immobilon) at 350 mA for 90 min. Primary antibodies against GAPDH (CST, 2118 L), pSMAD2/3 (CST, 8828 s), SMAD2/3 (CST, 8685p), and Anti-Flag® (Sigma, F1804) were diluted to 5% (mg/v) in a solution of NON-Fat Powdered Milk (Sangon Biotech, A600669-0250). Membranes were incubated with the primary antibodies overnight at 4 °C. Unbound primary antibody was removed by washing membranes three times with TBST. Goat anti-rabbit IgG-HRP (Absin, abs20002A) and goat anti-mouse IgG-HRP (Absin, abs20001) diluted to 5% (mg/v) in a solution of NON-fat powdered milk were used as secondary antibodies. The membranes were incubated with the secondary antibodies for 60 min at room temperature.

## Results

### Generation of pig *NANOG* tdTomato knock-in reporter piPS cells

Because identical target sequences occur within the *NANOG* loci on pig chromosomes 1 and 5, the knock-in strategy is theoretically able to target both loci for integration using only one vector. 

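In RefSeq's annotation of the pig assembly Sscrofa11.1, the build to which the authors aligned their reads, both loci carry a protein-coding gene named NANOG. The NANOG gene on chromosome 1 runs from 169064134 to 169065292 and spans 1159 bp. It lies inside the span of THSD4, which runs from 168751403 to 169328559, and the next genes beyond THSD4 are LRRC49 (168553361 to 168711739) and NR2E3 (169358662 to 169373175). The NANOG gene on chromosome 5 runs from 62931642 to 62939086 and spans 7445 bp. NANOGNB lies before it, from 62900756 to 62905366, and a pseudogene (62962213 to 62963509) and SLC2A3 (62963635 to 63041955) lie after it. Exon boundaries, strand and the sequence around the gRNA target were not analysed here. The RNA sequencing tables carry the symbol NANOG on 1 identifier, ENSSSCG00000040403, and do not pair it with either locus. Because the loci share sequence, reads of one locus could have been counted on the other or left out, and every NANOG value from the sequencing is uncertain to that extent.

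**Figure D1:**
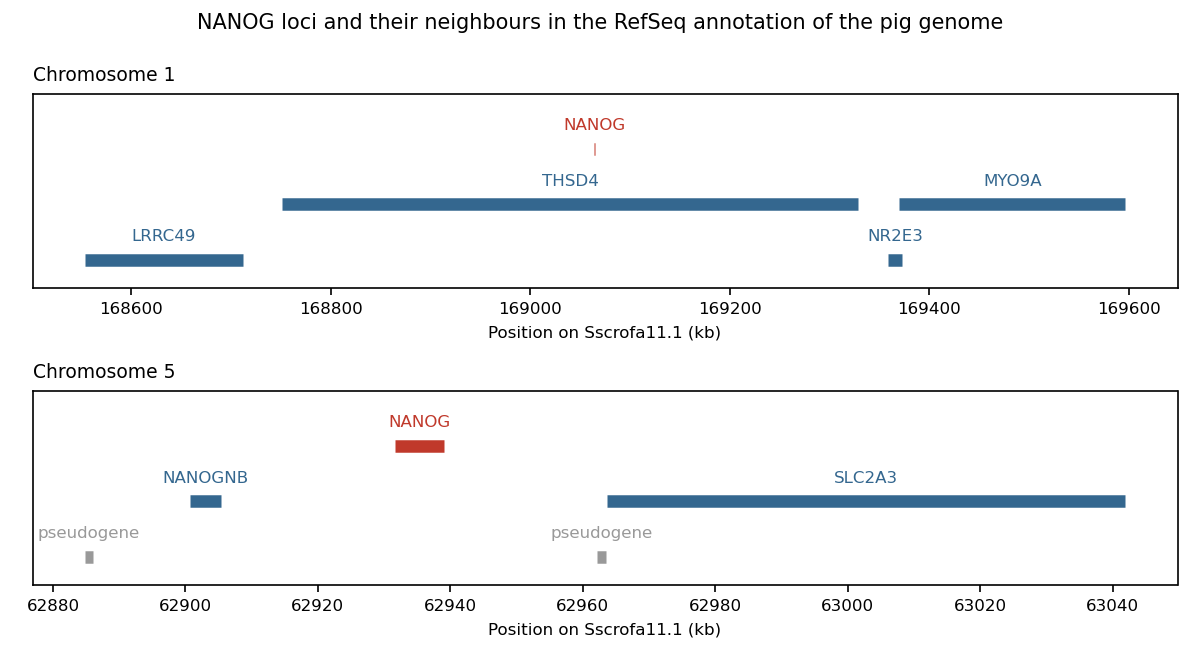
Genes around the NANOG loci on pig chromosomes 1 and 5 (Sscrofa11.1, RefSeq annotation), drawn to scale along the chromosome. Each bar is the span of a gene; the NANOG gene on chromosome 1 sits within the span of THSD4, and that on chromosome 5 sits between NANOGNB and SLC2A3.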

The target sequence, as well as the DNA donor vector are shown in Fig. 1A. The DNA donor contained a transgene cassette with left and right homology arms (5′ and 3′ HA), flanked by the same gRNA target and PAM sequences.

**Fig. 1:**
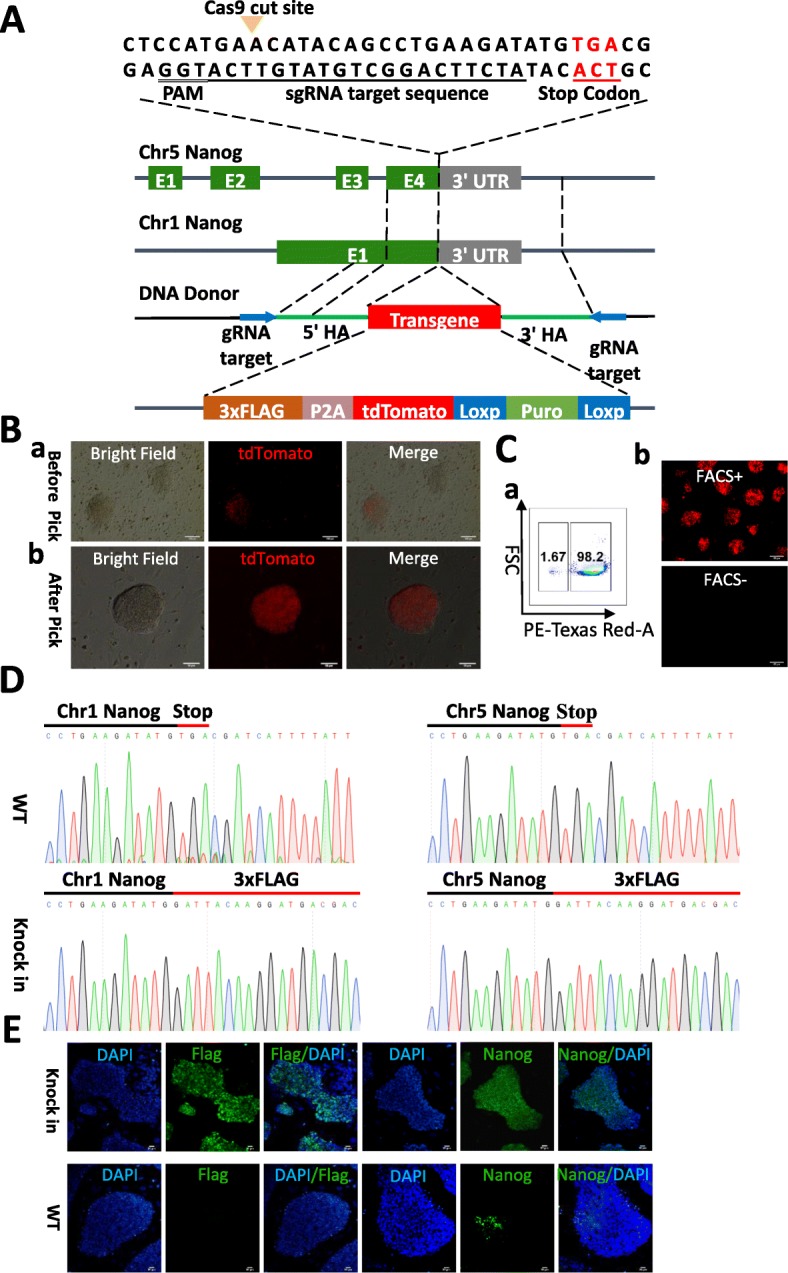
Generation of *NANOG* tdTomato knock-in reporter positive piPS cells. **A** Overview of the strategy for constructing *NANOG* tdTomato knock-in positive cells. The target sequences of *NANOG* on Chr1 and Chr5 are identical. **B** Analysis of *NANOG* tdTomato knock-in positive colonies. (a) Before colonies were picked. (b) After colonies were picked and regrown. Scale bar 50 μm. **C** FACS analysis of *NANOG* tdTomato knock-in positive cells. (a) FACS tdTomato positive cells. (b) Fluorescence micrograph of cells sorted by FACS. Scale bar 200 μm. **D** Sanger sequencing results for the target locus and insert junctions for chromosomes 1 and 5. **E** Immunocytological analysis of NANOG tdTomato knock-in positive cells. *NANOG* tdTomato knock-in positive cells were positive for FLAG and NANOG protein; WT PC-iPS cells were negative for FLAG and heterogeneous for NANOG. Scale bar 25 μm

After integration, the resulting transgene is expected to have the structure 3×FLAG-P2A-tdTomato-Puro. The puromycin resistance gene is driven by its own hPGK promoter and is flanked by two LoxP sequences.

The scheme for generating the *NANOG* tdTomato knock-in reporter PC-iPS is shown in Additional file 3: Figure S2A. Briefly, transfected cells were selected by incubating in medium containing puromycin dihydrochloride (1μg/mL) and blasticidin (10 μg/mL) for 2 days. On the third day of culture, the media was replaced and only puromycin dihydrochloride was added. Every 2 days, the culture medium was replaced, until the seventh day, when the selection medium was replaced with LCDMV. On the 11th day of culture, the colonies exhibited tdTomato expression, while control cells were negative (Fig. 1B, a). Ten independently transfected cultures exhibited tdTomato expression, and microscopic examination showed that individual cells from each culture were able to generate tdTomato dome-shaped colonies (Fig. 1B, b). From these ten, we chose three of the cell lines, designated nanog1, nanog2, and nanog3, for further study.

Because the cultures were generated using heterogeneous populations of transformed cells, individual cells within each culture may be heterozygous or homozygous for the insertion at each allele, contain different combinations of insertions at the two loci, or be completely wild-type. tdTomato gene expression in these cell lines was validated using FACS, PCR, Sanger sequencing, and immunocytological assays. Cells were cultured for three passages and then analyzed using FACS to sort tdTomato-positive cells (Fig. 1C, a). The transfected cells were positive for tdTomato, while the negative control exhibited no signal (Fig. 1C, b). To verify the insertions, the 5′ and 3′ junctions corresponding to the expected insertions at both loci were analyzed by PCR analysis of genomic DNA from candidate knock-in cell lines (Additional file 3: Figure S2B). The genotyping primers were designed to anneal at positions external to the HAs in case the entire linearized donor had been inserted by NHEJ. Sequencing of the amplified junction regions using template DNA from each positive culture revealed that the insertions were seamless and that no mutations were present within the 3×FLAG tag (Fig. 1D). *NANOG* tdTomato knock-in positive cells expressed high levels of NANOG and FLAG, while wild-type PC-iPS expressed heterogeneous NANOG and no detectable FLAG (Fig. 1E). Together, these results demonstrate that we have successfully generated tdTomato *NANOG* knock-in reporter cells.

### Verification and transcriptome analysis of NANOG tdTomato knock-in positive PC-iPS cells

The pluripotency of *NANOG* tdTomato knock-in positive PC-iPS cells was corroborated in vitro with the following assays*. NANOG* knock-in positive PC-iPS cells were positive to AP staining (Additional file 3: Figure S2C), the method of AP staining is reference for our publication data [14]. Clustering analysis showed that knock-in positive PC-iPS cells could be clustered with pig EPS cells [12], but were separate from trophoblast cell (TE), inner cell mass (ICM), and early blastocyst (SB) [43] (Fig. 2A) (further detail provided in Additional file 4: Table S2); knock-in positive PC-iPS were expressed OCT4 and SOX2 pluripotent markers (Fig. 2B); knock-in positive PC-iPS also formed EB sphere (Fig. 2C, a) and were differentiated to three germ layers which were ectodermal (β-TUBULIN), mesodermal (α-SMA), and endodermal (VIMENTIN) (Fig. 2C,b).

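The clustering table lists 1000 genes in 14 columns, of which 3 are knock-in positive PC-iPS cells, 3 pig EPS cells, 3 ICM, 3 TE and 2 early blastocyst. Its values are the paper's, and the correlations below were computed from them. When the columns were joined by average linkage on 1 minus the Pearson correlation, the smallest branch that held all 6 columns of knock-in positive and EPS cells held 0 embryo columns. Across genes, the knock-in positive columns correlated with the EPS columns at a mean Pearson r of 0.872 (range 0.854 to 0.897 over pairs of columns), with one another at 0.803, with ICM at 0.608, with TE at 0.646 and with early blastocyst at 0.464. The EPS columns correlated with one another at 0.914, whereas the ICM columns did so at only 0.476. These are correlations across genes, which are not independent replicates, and the EPS and embryo columns come from other studies, so that study and cell type cannot be separated. Scaling each gene across columns first changed the branch most, because it then held 7 columns, with 1 ICM column among them. Of the listed genes, 983 were found in the FPKM table of the knock-in positive lines, and there the clustering table's column for each line correlated with that line's FPKM at a Spearman coefficient of 0.489, 0.498 and 0.533 for lines 1, 2 and 3. Averaged over the 3 lines, the knock-in positive columns gave 0.468, 0.459 and 0.510, and over the 3 WT libraries 0.436, 0.408 and 0.493, slightly less for each column. The EPS columns gave 0.505, 0.498 and 0.478 with the lines and 0.504, 0.495 and 0.479 with WT, so they were about as close to the FPKM of the lines as the knock-in positive columns but did not differ between the lines and WT.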

**Fig. 2:**
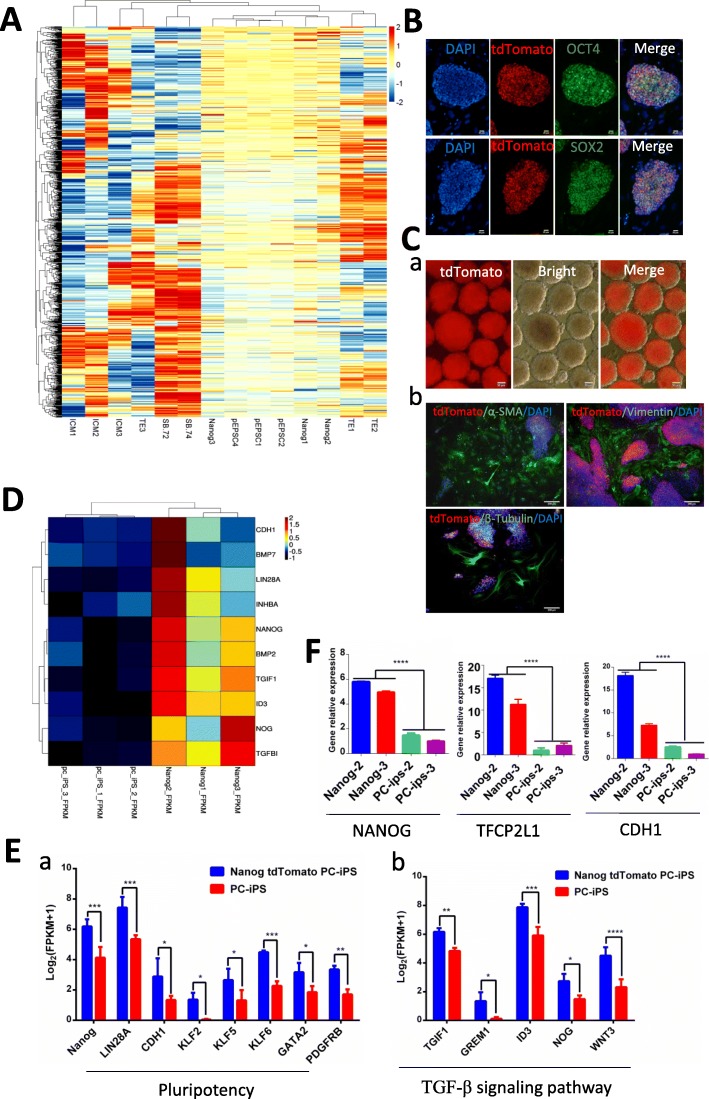
Verification and transcriptome analysis of *NANOG* tdTomato knock-in and WT PC-iPS cells. **A** NANOG tdTomato knock-in positive PC-iPS cells (nanog) could be clustered with pig EPS cells (pEPSC), but separate with trophoblast cells (TE), inner cell mass (ICM), and early blastocysts (SB). **B** Knock-in positive PC-iPS cells were expressed OCT4 and SOX2 pluripotent markers. Scale bar, 20 μm. **C** (a) knock-in positive PC-iPS cells formed EB spheres. Scale bar, 50 μm; (b) knock-in positive PC-iPS cells were differentiated to three germ layers which were ectodermal (β-TUBULIN), mesodermal (α-SMA), and endodermal (VIMENTIN). Scale bar, 200 μm. **D** Heat map of the clustering analysis for expression of selected *TGF-β* signal pathway-related genes in *NANOG* tdTomato knock-in versus WT PC-iPS cells. **E** (a) Pluripotency-related genes were up-regulated in *NANOG* tdTomato knock-in positive PC-iPS cells comparing with WT PC-iPS; (b) *TGF-β* signal pathway-related genes were also upregulated in *NANOG* tdTomato knock-in positive PC-iPS cells. Values were normalized as log_2_(FPKM+1), where FPKM is fragments per kilobase of exon per million reads mapped. **F** RT-PCR analysis of expression of *NANOG*, *TCFP2L1*, and *CDH1* in *NANOG* tdTomato knock-in and WT PC-iPS cells*.* ****< 0.0001; ***< 0.001; **< 0.01, *< 0.5; ns, not significant

In order to determine how NANOG expression affects RNA expression, we performed high-throughput RNA sequencing on *NANOG* tdTomato knock-in positive and WT PC-iPS cells and then identified genes that were differentially expressed (log_2_[fold-change ≥1]; adjusted *p* value ≤ 0.05). 

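The sequencing covered 6 libraries in this comparison, 3 from the NANOG tdTomato knock-in positive lines and 3 from WT PC-iPS, the pig induced pluripotent stem cells from which the knock-in lines were made. Feeder cells had been removed by plating before RNA was extracted. The authors trimmed the reads with Trim Galore, aligned them to Ssc11.1 with Hisat2 and deposited expression per gene as FPKM (fragments scaled to gene length and to the mapped fragments of the library) from StringTie, in a table of 24358 genes. The authors ran DESeq2 on read counts from featureCounts; those counts were not analysed here, so the tests below were made on the FPKM values with limma in place of a count test. FPKM summed to between 370121 and 378904 per knock-in library (median 377218) and to between 378134 and 390320 per WT library (median 381836). FPKM carries no read number, and the depth of each library is therefore unknown. Relative depth was estimated from the commonest ratio between libraries of the values of genes under 0.3 FPKM, where single reads dominate. Set to 1 for knock-in library 1, it lay between 0.731 and 1 in the knock-in libraries and between 0.565 and 0.634 in the WT libraries, so that low genes are measured less finely in WT. Between 15537 and 15755 genes were above 0 in the knock-in libraries and between 15339 and 15669 in WT. Genes encoded by mitochondria made up 9.71% to 11.5% of FPKM in the knock-in libraries and 13.9% to 16.4% in WT. The test used log2(FPKM + 1), moderated variances with a trend on mean expression, and the 14014 genes with at least 0.1 FPKM in 3 or more of the 6 libraries. Fold changes on this scale understate the change of genes with low FPKM. Genes were called at the paper's thresholds, an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05 (Benjamini-Hochberg, two-sided). Genes were taken as separate from one another only as far as the authors' annotation keeps them apart; reads shared between copies of a gene family were not reassigned.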

The results are summarized as a volcano plot in Additional file 5: Figure S3A (further detail is provided in Additional file 6: Table S3). 

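Among the called genes whose 3 knock-in libraries all lay on one side of the 3 WT libraries, TAGLN had the largest rise. TAGLN (ENSSSCG00000015073, chromosome 9 of Sscrofa11.1, 44561756 to 44567385) stood at 403 ± 90.3 FPKM (SD, n = 3) in knock-in positive cells and 20.9 ± 5.73 (SD, n = 3) in WT. Its log2 fold change was 4.21 (standard error 0.23, adjusted p = 0.00066 from limma). KRT8 (ENSSSCG00000000252) followed with 4.13 (standard error 0.75, limma adjusted p = 0.025), but its knock-in libraries were spread over 96.7, 428 and 44.3 FPKM against 7.51, 3.34 and 8.50 in WT, and it remained called in 3 of the 6 fits that each left out 1 library and not without the filter (adjusted p = 0.055, within 0.020 to 0.078 over its alternatives). ARC (ENSSSCG00000038965) rose from 0.274 ± 0.214 to 21.0 ± 12.1 FPKM, a log2 fold change of 3.95 (standard error 0.42, limma adjusted p = 0.0056). TIMP3 (ENSSSCG00000031866) rose from 2.9 ± 0.168 to 57.5 ± 12.7 FPKM (log2 fold change 3.88, standard error 0.18, limma adjusted p = 0.00031), and THBS1 (ENSSSCG00000004789) from 4.00 ± 0.589 to 63.9 ± 25.3 FPKM (log2 fold change 3.64, standard error 0.25, limma adjusted p = 0.0013). The largest fall was that of MAB21L2 (ENSSSCG00000009022, chromosome 8, 78385176 to 78388008), from 39.5 ± 13.6 FPKM in WT to 1.69 ± 1.99 in knock-in positive cells, a log2 fold change of -4.10 (standard error 0.48, limma adjusted p = 0.0085). PPP2R2C changed by -3 (standard error 0.40, limma adjusted p = 0.012), PAK3 by -2.32 (0.36, 0.018), CD99 by -2.33 (0.51, 0.040) and the small RNA gene RF01877, one of a family with many similar copies whose reads could be shared, by -2.21 (0.27, 0.010). CD99 remained called in 1 of the 6 fits that left out a library, and not without the filter (adjusted p = 0.080, within 0.029 to 0.13), and PAK3 in 4; TAGLN, ARC, TIMP3, THBS1, MAB21L2, PPP2R2C and RF01877 did so in all 6. For each of these genes the exact two-sided permutation test of 3 libraries against 3 gave p = 0.1, the smallest p it allows. That follows from choosing genes whose groups did not overlap.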

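At both thresholds, 225 of the tested genes were higher and 99 lower in NANOG tdTomato knock-in positive cells than in WT PC-iPS, so 69.4% of the calls were higher. The 3 knock-in values lay entirely above or entirely below the 3 WT values for all 324 called genes. The threshold on the fold change moved the counts most: with an adjusted p of at most 0.05 alone, 684 genes were higher and 328 lower. The paper's Table S3 lists the same FPKM values as the deposited table. Of the transcripts the paper lists as more abundant, 607 were among the genes tested here, 604 of them with a higher mean in knock-in positive cells, and 213 were called. Of those it lists as less abundant, 482 were tested, 480 had a lower mean and 87 were called. Both lists are the paper's calls on the same libraries, so the directions were largely fixed in advance. In each direction, 12 of the genes called here were not in the paper's list. An absolute log2 fold change of at least 1 on the log2(FPKM + 1) scale was reached by 286 of the tested transcripts the paper lists as more abundant and by 148 of those it lists as less abundant.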

A total of 633 transcripts were more abundant, and 536 were less abundant, in cells containing the *NANOG* tdTomato knock-in compared with WT PC-iPS. A clustering analysis suggests that the expression levels for many genes changed as a result of the *NANOG* tdTomato knock-in positive (Additional file 5: Figure S3B). 

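Correlations of log2(FPKM + 1) between libraries, taken across genes, were 0.991 to 0.994 among the knock-in libraries, 0.988 to 0.989 among the WT libraries and 0.973 to 0.986 between the groups. In 5000 of the tested genes, or 35.7%, the 3 knock-in values lay all above or all below the 3 WT values, against 10% from chance alone. The unadjusted p was at most 0.05 for 4014 genes. Of the genes with an absolute log2 fold change of at least 1, 334 were higher and 179 lower in knock-in positive cells before any test was applied. When each library was left out in turn, between 119 and 298 genes were called higher and between 28 and 142 lower.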

The differentially expressed genes were also screened using the KEGG pathway database (Additional file 7: Table S4) (adjusted *p* value<0.05). These analyses revealed that the TGF-β, Hippo, PIP3-AKT, and Wnt signal pathways, all of which are related to stem cell pluripotency, are associated with the differentially expressed genes listed in Additional file 8: Figure S4. 

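The paper's table lists 33 pathways at its threshold. The members it names were looked up among the genes tested here through the RefSeq gene numbers the table uses. Because these members were taken from the paper's own calls on the same libraries, their direction was fixed in advance, and all that were matched were higher in knock-in positive cells. The first pathway of the table, pathways in cancer, names 42 genes in the part of the entry that can be read, of which 35 were matched and 12 called. Focal adhesion had the most calls, with 13 of its 18 members: THBS1, COL2A1, TNC, MYL9, LAMB1, PDGFRB, VCL, VEGFA, ZYX, FLNA, ACTN1, CCND1 and ACTG1. Of the 21 members of the MAPK signaling pathway, 19 were matched and 9 called. Signaling pathways regulating pluripotency of stem cells had 11 of 14 members matched, of which WNT3 and ID3 were called. No member of renin secretion was called, although 8 were matched. The enrichment itself was not recomputed, since the KEGG gene sets were not used here.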

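All 12 members the paper names for the TGF-β pathway were matched, and 6 were called higher in knock-in positive cells, namely THBS1, ID3, DCN, TGIF1, NOG and GREM1. For the Hippo pathway 17 of 21 members were matched and 6 called: WNT3, AJUBA, LATS2, CCND1, ACTG1 and TEAD4. For the PI3K-Akt pathway 20 of 22 were matched and 9 called: THBS1, COL2A1, FGF19, TNC, LAMB1, PDGFRB, EPHA2, VEGFA and CCND1. For the Wnt pathway 14 of 18 were matched and 4 called: WNT3, NKD1, RSPO1 and CCND1. The paper's adjusted p values for these enrichments are 0.00151 for TGF-β, 5.61e-06 for Hippo, 0.0214 for PI3K-Akt and 0.00018 for Wnt. CCND1 counts toward the last 3 of these pathways, WNT3 toward Hippo and Wnt, and THBS1 toward TGF-β and PI3K-Akt, so the pathways do not rest on separate sets of genes.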

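Of the genes in the TGF-β heat map, BMP2, BMP7, INHBA and TGFBI were not called. TGFBI (ENSSSCG00000014316) was 6.64 ± 0.743 FPKM (SD, n = 3) in knock-in positive cells and 3.05 ± 0.306 (SD, n = 3) in WT. Its adjusted p of 0.020 from limma was under the threshold, but its log2 fold change of 0.92 (standard error 0.15) was below 1; with a pseudocount of 0.1 the log2 fold change was 1.1 and the gene was called (limma adjusted p = 0.018, between 0.013 and 0.077 over its alternatives). BMP2 (ENSSSCG00000039442) was 2.44 ± 0.791 FPKM in knock-in positive cells and 0.860 ± 0.391 in WT, a log2 fold change of 0.88 (standard error 0.22, limma adjusted p = 0.054). BMP7 (ENSSSCG00000007501) stood at 0.766, 11.3 and 1.49 FPKM in knock-in lines 1, 2 and 3 and at 0.348, 0.0872 and 0.820 in the WT libraries. Its groups overlapped (exact permutation test, two-sided p = 0.2), and its log2 fold change of 1.45 had a standard error of 0.66 (limma adjusted p = 0.19). INHBA (ENSSSCG00000035077) was under 1 FPKM in all 6 libraries, 0.553 ± 0.261 against 0.215 ± 0.104, with a log2 fold change of 0.35 (standard error 0.14, limma adjusted p = 0.16).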

Cluster analysis for expression of the TGF-β signal pathway-related genes is shown in Fig. 2D. Pluripotency-related genes were upregulated in *NANOG* tdTomato knock-in positive PC-iPS cells, including *NANOG*, *LIN28A*,*CDH1*, *KLF2*, *KLF5*, *KLF6*, *GATA2*, and *PDGFRB* (Fig. 2E, a); TGF-β signal pathway-related genes were also upregulated in *NANOG* tdTomato knock-in positive PC-iPS cells, including *TGIF1*, *GRIM1*, *ID3*, *NOG*, and *WNT3* (Fig. 2E, b). 

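NANOG, the gene that carries the reporter, was 52.0, 101 and 70.4 FPKM in knock-in lines 1, 2 and 3 and 9.71, 16.4 and 27.6 FPKM in the WT libraries. Its means were 74.5 ± 24.8 (SD, n = 3) and 17.9 ± 9.02 (SD, n = 3), a log2 fold change of 2.06 (standard error 0.37, adjusted p = 0.025 from limma). With each library left out in turn the fold change stayed between 1.71 and 2.42, and the adjusted p lay between 0.017 and 0.081, past the threshold in 1 of the 6 fits. Without the filter on low values NANOG was not called either (adjusted p = 0.054). The lines had been selected with the reporter at NANOG, so a rise of NANOG itself may follow from how the cells were obtained, which was not tested. LIN28A (ENSSSCG00000003557, chromosome 6, 83806178 to 83818550) rose from 40.2 ± 7.4 to 185 ± 90.8 FPKM, a log2 fold change of 2.08 (standard error 0.33, limma adjusted p = 0.018). KLF6 (ENSSSCG00000035212, chromosome 10, 66488445 to 66497830) rose from 3.89 ± 1.04 to 21.5 ± 1.68 FPKM (log2 fold change 2.22, standard error 0.18, limma adjusted p = 0.0020), and PDGFRB from 2.32 ± 0.797 to 9.28 ± 1.84 FPKM (1.64, 0.21, 0.012); both were called in every fit that left out a library. KLF2 was close to 0 in WT, 0.0334 ± 0.0292 FPKM, and 1.66 ± 0.750 FPKM in knock-in positive cells (log2 fold change 1.32, standard error 0.21, limma adjusted p = 0.019). LIN28A was called in 4 of the 6 fits that left out a library (limma adjusted p up to 0.063) and KLF2 in 3 (up to 0.064). The other 3 genes of Fig. 2E, a were not called. CDH1 was 5.01, 17.5 and 2.63 FPKM in the knock-in lines against 1.97, 1.64 and 1.05 in WT (log2 fold change 1.55, standard error 0.53, limma adjusted p = 0.11). KLF5 was 5.84 ± 3.41 against 1.67 ± 1.22 FPKM with overlapping groups (exact permutation test, two-sided p = 0.2; log2 fold change 1.33, standard error 0.45). GATA2 was 8.56 ± 4.16 against 2.7 ± 1.09 FPKM (log2 fold change 1.32, standard error 0.33) with a limma adjusted p of 0.057; it was called when only genes with at least 1 FPKM were tested (adjusted p = 0.045) and after rescaling to TPM (0.046), within a range of 0.045 to 0.14 over its alternatives.
All 5 genes of Fig. 2E, b were called with the main settings. ID3 (ENSSSCG00000039514, chromosome 6, 81422541 to 81424169) rose from 62.8 ± 27.5 to 236 ± 41.7 FPKM, a log2 fold change of 1.96 (standard error 0.28, limma adjusted p = 0.015). WNT3 rose from 4.26 ± 2.09 to 22.8 ± 8.46 FPKM (2.18, standard error 0.35, limma adjusted p = 0.021) and TGIF1 from 27.7 ± 4.08 to 71.5 ± 12.4 FPKM (1.33, standard error 0.16, limma adjusted p = 0.0093). NOG rose from 1.84 ± 0.531 to 5.93 ± 2.39 FPKM (1.25, standard error 0.27, limma adjusted p = 0.039). GREM1, which the tables list under that symbol, rose from 0.0906 ± 0.0830 to 1.71 ± 1.25 FPKM (1.23, standard error 0.28, limma adjusted p = 0.044). In the fits that left out a library, TGIF1 was called in all 6, ID3 in 5, WNT3 and NOG in 2 and GREM1 in 1. GREM1 was also not called without the filter (limma adjusted p = 0.082) or without the variance trend (0.051), within a range of 0.023 to 0.11 over its alternatives, and NOG was not called without the filter (0.075, within 0.031 to 0.12).

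**Figure D2:**
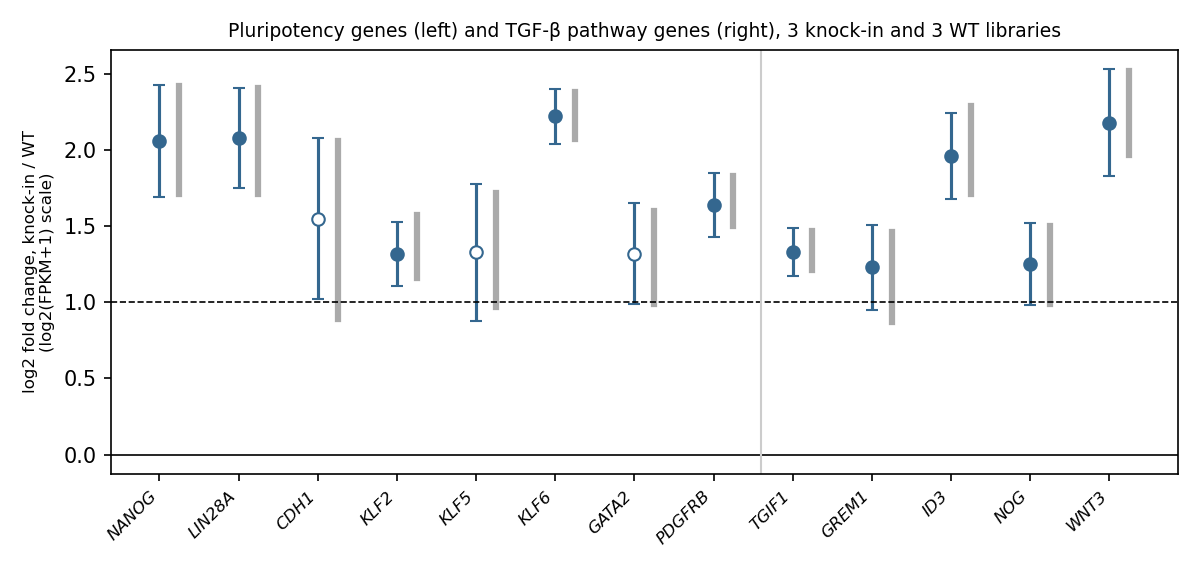
Log2 fold change of the 13 genes of Fig. 2E between NANOG tdTomato knock-in positive and WT PC-iPS cells, on the log2(FPKM + 1) scale (3 libraries per group). Points are estimates, filled where the gene passed both thresholds and open where it did not; thin bars are standard errors, grey bars the range when each library was left out in turn, and the dashed line marks a log2 fold change of 1. CDH1, KLF5 and GATA2 are the open points.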

Results from RT-PCR analysis confirmed that expression of *NANOG*, *TFCP2L1*, and *CDH1* is upregulated in *NANOG* tdTomato knock-in positive cells (Fig. 2F). 

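A list of 91 genes of the TGF-β pathway (ligands, receptors, SMADs, inhibitors and targets) was compiled before the FPKM tables were read, although some of its members had been seen in the paper's Table S3, and 78 of its genes were tested. Their mean log2 fold change lay 0.26 above that of the other genes in knock-in positive against WT cells (p = 0.015 from limma's camera test with an inter-gene correlation of 0.01, two-sided, 0.020 after Benjamini-Hochberg adjustment over 16 tests of 8 lists in 2 comparisons), and 50 of the 78 were higher. An inter-gene correlation of 0.05 moved the test most, to p = 0.14 with the same difference. A pseudocount of 0.01 moved the difference most, to 0.44. At an adjusted p of at most 0.05, 10 genes of the list changed when the adjustment ran over all genes tested, 8 of them higher, and 18 when it ran over the list alone, 16 of them higher. Called genes were THBS1, ID3, ID1, DCN, TGIF1, NOG and GREM1, all higher. Because the list holds inhibitors as well as targets, a higher mean does not give the direction of signalling. The 10 targets of BMP signalling in a separate list lay 0.77 above the other genes (camera adjusted p = 0.0034), with ID3, MSX2, ID1 and HEY1 called. The 7 tested targets of Smad2/3 lay 0.75 above (camera adjusted p = 0.0060), and NANOG was the only one called. With NANOG, by which the lines were selected, taken off the list, a test chosen after the data were seen, the other 6 lay 0.53 above (camera adjusted p = 0.021 over 20 tests). Of the Smad2/3 targets the paper names later, SMAD7 changed by 0.36 (limma adjusted p = 0.17) and LEFTY2, at 0.146 against 0.24 FPKM, by -0.11 (0.52). ID1, which was called from the BMP list, changed by 1.56 (0.023). These genes were picked after their values were seen. A list of 30 pluripotency genes had 17 tested, which lay 0.67 above the other genes (camera adjusted p = 0.0060), with 11 higher and LIN28A, NANOG and KLF2 called; without NANOG the other 16 lay 0.58 above (adjusted p = 0.017). At an adjusted p of at most 0.05, 5 genes of that list changed with the adjustment over the list alone and 4 with it over all genes. SOX2 (ENSSSCG00000037485), one of them, was 66.3 ± 2.06 FPKM (SD, n = 3) in knock-in positive cells and 43.4 ± 3.67 (SD, n = 3) in WT, a log2 fold change of 0.60 (standard error 0.098, limma adjusted p = 0.020), below the fold threshold. The tables pair no identifier with POU5F1 (OCT4), which was not analysed here. From the data of this section as a whole, which also hold marker staining, differentiation and RT-PCR, the paper concludes on both the pluripotency of the cells and the activity of TGF-β signalling in them.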

Together, the data demonstrate that *NANOG* tdTomato knock-in positive PC-iPC cells maintain pluripotency and upregulate the TGF-β signal pathway.

### Analysis of media components on *NANOG* expression

A schematic of the experimental design for testing medium components, cytokines, and inhibitors for their effect on *NANOG* tdTomato regulation is presented in Fig. 3A. In order to examine the effects of inhibitors and activators on the expression of *NANOG* tdTomato, it was first necessary to identify a culture medium that would not introduce artifacts into the experimental results. Components in the LCDMV culture medium (LIF, CHIR, DIM, MIH, and Vc) were removed one at a time. Cells were cultured for three passages in each drop-out medium and tested for expression of tdTomato *NANOG* using fluorescence microscopy, flow cytometry, and RT-PCR. When DIM was removed, light microscopy showed that the cells had a flatted and differentiated morphology (Fig. 3B, a). Fluorescence microscopy revealed that tdTomato *NANOG* was expressed in all media (Fig. 3B, b), and flow cytometry showed that tdTomato cells constituted over 90% of the cells in each culture (Fig. 3C). RT-PCR analysis showed that removal of LIF increased *NANOG* expression, while the removal of CHIR and Vc reduced it. DIM and MIH did not influence *NANOG* expression (Fig. 3D). Therefore, CDMV (designated T1) was used as a base medium in the experiments described below.

**Fig. 3:**
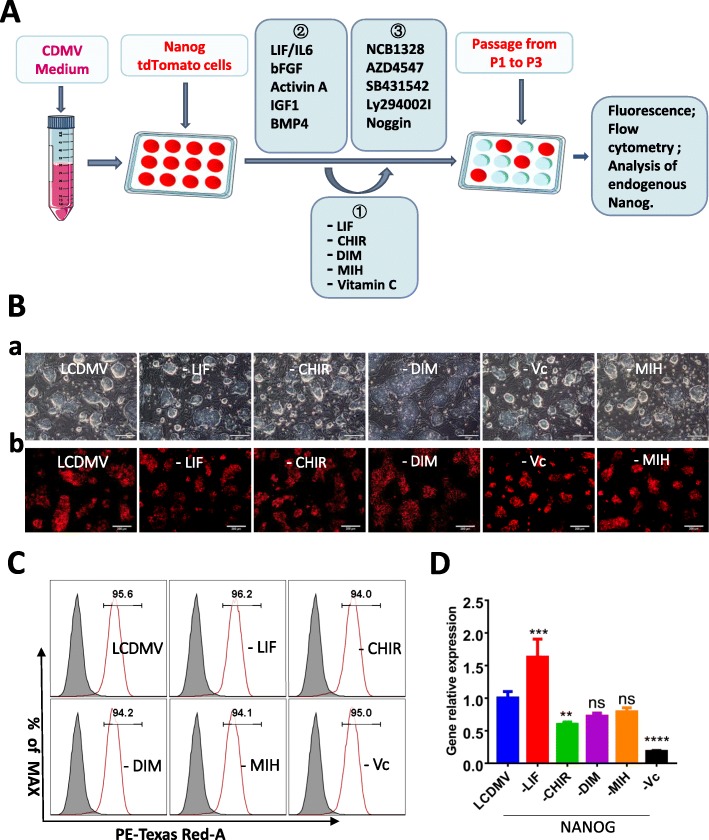
Effects of base medium components on *NANOG* regulation. **A** Experimental design for testing the effects of medium components, cytokines, and inhibitors on *NANOG* tdTomato regulation. **B** Light and fluorescence microscopy images showing expression of tdTomato *NANOG* in cells grown in LCDMV from which individual medium components have been removed. (a) When DIM was removed from the media, light microscopy showed that the cells differentiated to a flatted state, cells in all other media were dome-shaped; (b) fluorescence microscopy revealed that tdTomato *NANOG* was expressed in all media. Scale bar 200 μm. **C** Flow cytometric analysis of tdTomato cells grown in LCDMV from which individual medium components have been removed. **D** RT-PCR analysis of *NANOG* mRNA expression in tdTomato cells grown in LCDMV from which individual medium components have been removed. ****< 0.0001; ***< 0.001; **< 0.01, *< 0.5; ns, not significant

### Analysis of *NANOG* activation by cytokines

To determine whether *NANOG* pluripotency is regulated the same way in pigs as in mice and humans, we examined the LIF/IL6-STAT3, FGF-ERK, IGF1/PIP3-AKT, and Activin-SMAD pathways to test the effects of cytokines on *NANOG* tdTomato expression. Because feeder cells secrete many cytokines that can influence *NANOG* expression, we conducted the cytokine screens in a feeder-free culture system using plates coated with Matrigel (BD, 354277). *NANOG* tdTomato knock-in positive were cultured for three continuous passages in the presence of LIF, IL6, IGF1, bFGF, or Activin A in T1 culture medium. After three passages, cells were visualized through optical microscopy, flow cytometry, and RT-PCR analysis. Light microscopy showed that cells treated with bFGF had a flattened and differentiated morphology, while cells treated with other cytokines were dome-shaped (Fig. 4A, a). Examination by fluorescence microscopy showed that only cells exposed to Activin A expressed tdTomato (Fig. 4A, b). This result was confirmed by flow cytometry, which showed that cultures receiving Activin A (at 5 and 10 ng/ml) contained 72.7% and 84.1% tdTomato-positive cells, respectively, while other treatments produced few if any positive cells (Fig. 4B). We also measured expression of *NANOG* mRNA in the third passage cells. RT-PCR analysis showed that Activin A treatment was associated with a significantly higher *NANOG* expression compared to other cytokines; the lowest *NANOG* expression was in bFGF treated cells (Fig. 4C). In conclusion, Activin A activates *NANOG* expression in pig PC-iPS cells.

**Fig. 4:**
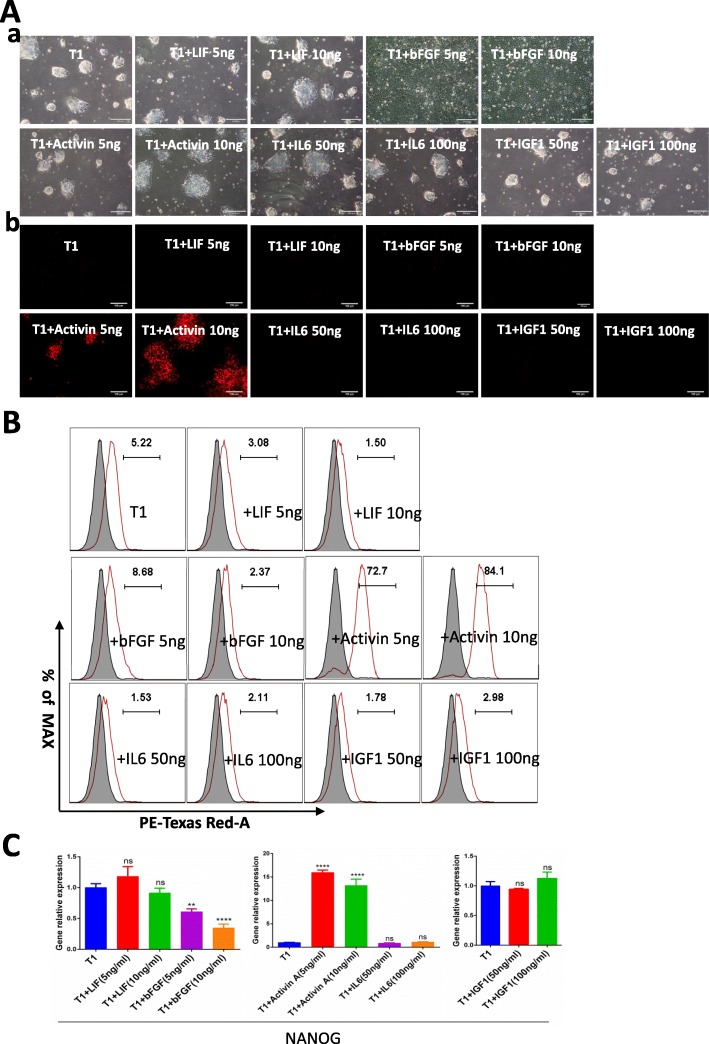
Activation of NANOG expression by various cytokines. **A** Images obtained using optical and fluorescence microscopy showing NANOG expression in *NANOG* tdTomato knock-in positive cells grown in the presence of different cytokines. Growth in T1 medium alone was used as a negative control. (a) Light microscopy showed that cells treated with bFGF had a flattened and differentiated morphology, cells treated wilt other cytokines were dome-shaped. Scale bar 200 μm; (b) examination by fluorescence microscopy showed that only cells exposed to Activin A expressed tdTomato. Scale bar 100 μm. **B** Flow cytometric analysis of *NANOG* tdTomato knock-in positive cells cultured in the presence of different cytokines. **C** RT-PCR analysis of RNA harvested from *NANOG* tdTomato knock-in cells cultured in the presence of different cytokines. ****< 0.0001; ***< 0.001; **< 0.01, *< 0.5; ns, not significant

### Expression of NANOG in response to cytokine pathway inhibitors and BMP4

To further examine the pathways that potentially regulate *NANOG* expression, we cultured cells in the presence of INCB1328 (an inhibitor of the LIF/IL-6 STAT-JNK3 pathway), AZD4547 (an inhibitor of the bFGF/ERK pathway), Ly294002 (an inhibitor of the IGF1/PIP3-AKT pathway), and SB431542 (an inhibitor of the TGF-β/Activin A-SMAD pathway). *NANOG* tdTomato PC-iPS cells were treated continuously with inhibitors for three passages. Light microscopy showed that *NANOG* tdTomato PC-iPS cells were dome-shaped in all the groups (Fig. 5A, a). Fluorescence microscopy showed that only SB431542 detectably inhibited *NANOG* tdTomato expression (Fig. 5A, b). Flow cytometry analysis showed that the percentage of SB431542-treated cells expressing tdTomato was 4.53%, while over 95% of the cells receiving other inhibitors (or no treatment) expressed the tdTomato reporter (Fig. 5A, c). RT-PCR analysis also showed that expression of *NANOG* was the lowest in SB431542-treated cells, while *NANOG* expression in the other treatment groups was unchanged (Fig. 5A, d).

**Fig. 5:**
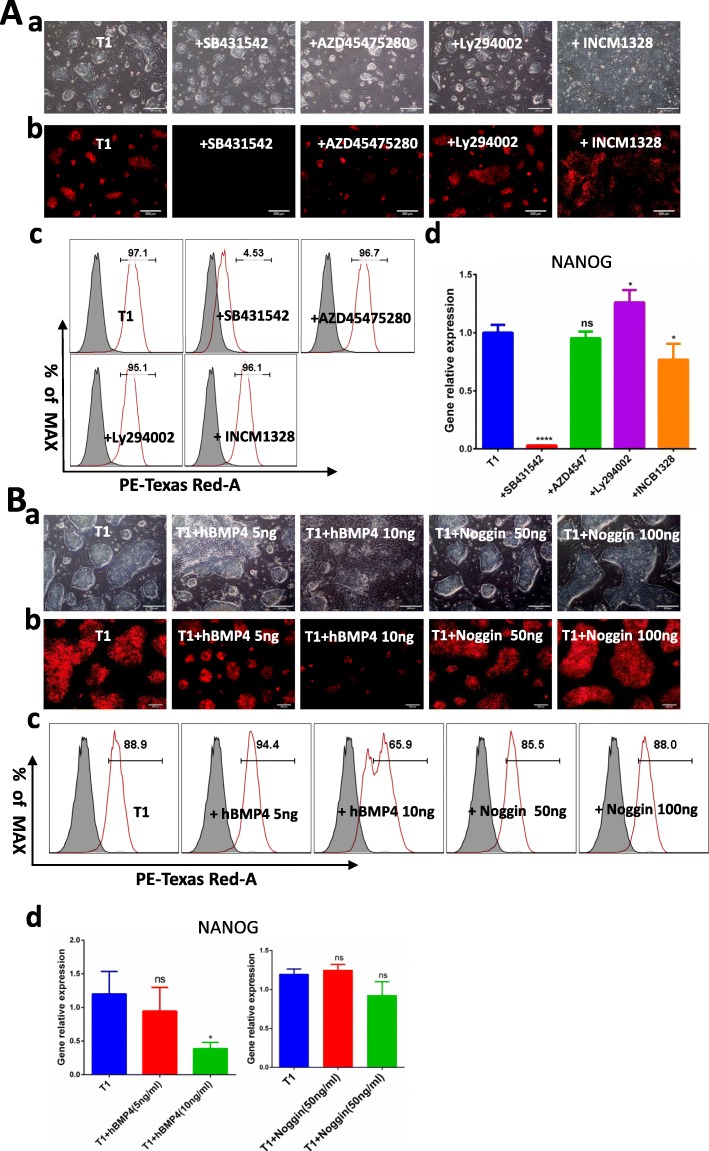
Expression of NANOG in response to cytokine inhibitors and hBMP4. **A** Optical and fluorescence microscopy showing NANOG expression in *NANOG* tdTomato knock-in positive cells grown in the presence of cytokine inhibitors. (a) Light microscopy showed that *NANOG* tdTomato PC-iPS cells were dome-shaped in all the groups. Scale bar 200 μm. (b) Fluorescence microscopy showed that only SB431542 detectably inhibited *NANOG* tdTomato expression. Scale bar 200 μm. (c) Flow cytometric analysis of *NANOG* tdTomato knock-in positive cells cultured in the presence of inhibitors. (d) RT-PCR analysis of RNA harvested from *NANOG* tdTomato knock-in positive cells cultured in the presence of inhibitors. **B** Flow cytometric and RT-PCR showing *NANOG* expression in *NANOG* tdTomato knock-in positive cells grown in the presence of BMP4 and Noggin. (a) Light microscopy showed that most of the cells treated with 10 ng/ml hBMP had differentiated, but cells in the control and antagonist groups had not. Scale bar 200 μm. (b) Fluorescence microscopy also showed that cells treated with 10 ng/ml hBMP had markedly lower expression of *NANOG* tdTomato, compared with cells cultured in T1 alone and cells receiving antagonists. Scale bar 200 μm. (c) Flow cytometric analysis of *NANOG* tdTomato knock-in positive cells cultured in the presence of BMP4 and Noggin. (d) RT-PCR analysis of RNA harvested from *NANOG* tdTomato knock-in positive cells cultured in the presence of BMP4 and Noggin. ****< 0.0001; ***< 0.001; **< 0.01, *< 0.5; ns, not significant

BMP4 supports the self-renewal of mouse pluripotent stem cells [25], but it is not known if it regulates the pluripotency of pig PSCs. To test the effects of BMP4, *NANOG* tdTomato PC-iPS cells were cultured with feeder cells for three continuous passages in the presence of hBMP4 or its antagonist Noggin. By the third passage, light microscopy showed that most of the cells treated with 10 ng/mL hBMP had differentiated, but cells in the control and antagonist groups had not (Fig. 5B, a). Fluorescence microscopy also showed that cells treated with 10 ng/mL hBMP had markedly lower expression of *NANOG* tdTomato, compared with cells cultured in T1 alone and cells receiving antagonists (Fig. 5B, b). Flow cytometry showed that 65.9% of cells treated with 10 ng/mL hBMP were positive for tdTomato. In contrast, the T1 and antagonist groups were over 85% tdTomato positive (Fig. 5B, c). Finally, treatment with hBMP4 (10 ng/ml) resulted in expression of *NANOG* mRNA being downregulated relative to the T1 control, but with hBMP4 (5 ng/ml) and Noggin, expression of *NANOG* mRNA was unchanged (Fig. 5B, d). In conclusion, inhibitors targeting the LIF/IL-6 STAT-JNK3, bFGF/ERK, IGF1/PIP3-AKT, TGF-β/Activin A, and BMP4-SMAD pathways did not affect *NANOG* expression, whereas the TGF-β/Activin A pathway inhibitor SB431542 completely abolished *NANOG* expression.

### Activation of NANOG expression by Activin A after SB431542 treatment

To further test the effects of Activin A and its inhibitor SB431542 on NANOG expression, cells grown in T1 medium were treated with Activin A, SB431542, or remained untreated. Light microscopy showed that all cells were dome-shaped (Fig. 6A, a). Examination by fluorescence microscopy showed that cells treated with Activin A showed more fluorescent NANOG than the controls, while those treated with SB431542 showed no fluorescent NANOG (Fig. 6A, b). Immunocytochemical tests confirmed that the FLAG and NANOG proteins were expressed in the Activin A-treated cells but were undetectable in the SB431542-treated cells (Fig. 6B). To test whether Activin A can rescue NANOG expression after SB431542 treatment, SB431542-treated cells were transferred to a feeder-free culture system and divided two groups, one receiving T1 alone, and the other T1 and Activin A. After incubation for 3 days, light microscopy showed that NANOG tdTomato PC-iPS in T1 and T1 + Activin A were dome-shaped (Fig. 6C, a). Florescence microscopy showed that only in cells treated with T1 + Activin A was NANOG tdTomato expression rescued (Fig. 6C, b). Immunocytochemical tests also confirmed that the cells treated with Activin A expressed NANOG, while expression in T1 control cells was also absent (Fig. 6D). We conclude that Activin A rescues NANOG expression after SB431542 treatment in the feeder-free culture system.

**Fig. 6:**
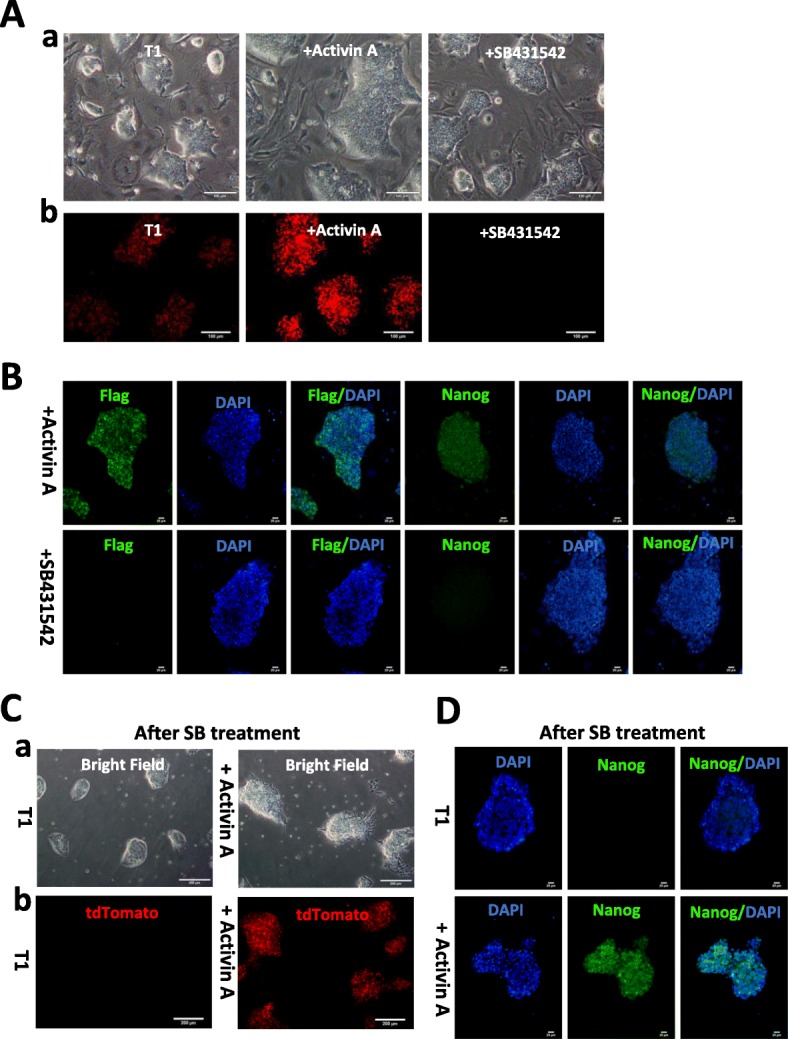
Rescue of NANOG expression after SB431542 treatment. **A** Optical and fluorescence microscopy showing NANOG expression in *NANOG* tdTomato knock-in positive cells grown in T1 alone, T1 + Activin A, and T1 + SB4316542. (a) Light microscopy showed that all cells were dome-shaped; (b) examination by fluorescence microscopy showed that cells treated with Activin A expressed more fluorescence than the controls, while those treated with SB431542 expressed no fluorescence. Scale bar 100 μm. **B** Immunocytological analysis of *NANOG* tdTomato knock-in positive cells grown in T1 + Activin A and T1 + SB4316542. FLAG and NANOG proteins were expressed in the Activin A-treated cells, while they were not detectable in T1 + SB4316542. Scale bars 20 μm. **C** Rescue of NANOG tdTomato expression after SB431542 treatment. (a) Light microscopy showed that NANOG tdTomato-positive PC-iPS cells cultured in T1 or T1 + Activin A were dome-shaped. (b) NANOG tdTomato expression was rescued only in cells cultured in T1 + Activin A. Scale bar 200 μm. **D** Immunocytological analysis shows that NANOG expression was seen only in cells cultured in T1 + Activin A after SB4316542 treatment. Scale bar 20 μm

### Differential genes expression in cells treated with Activin A and SB431542

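The Activin A experiment has 6 libraries of NANOG tdTomato knock-in positive PC-iPS cells, 3 grown with Activin A, a ligand of the TGF-β family that signals through Smad2/3, and 3 grown with SB431542, an inhibitor of the receptors that phosphorylate Smad2/3. The paper describes these treatments in T1 medium, which is LCDMV without LIF, whereas the sample labels name LCDMV for every library. The methods give 10 μM for SB431542 and 5 and 10 ng/mL for Activin A, and the text does not name which of these Activin A doses was sequenced. The authors deposited the values as FPKM, made in the same way as for the comparison with WT, in a separate table. FPKM summed to between 373738 and 381586 per Activin A library (median 376002) and to between 364241 and 373117 per SB431542 library (median 372687). The number of reads is unknown here as well; relative to knock-in library 1, depth lay between 0.861 and 0.981 with Activin A and between 0.839 and 0.946 with SB431542. Between 15717 and 15791 genes were above 0 with Activin A and between 15669 and 15827 with SB431542. Mitochondrial genes made up 10.2% to 11.3% and 9.44% to 11.5% of FPKM. The test was made within this table on 13999 genes, with the scale, filter and thresholds of the first comparison. Libraries of both treatments carry replicate numbers 1 to 3, and libraries with the same number deviated from their group means together, with correlations across genes of 0.404, 0.590 and 0.541 for numbers 1, 2 and 3. Results are therefore given without the replicate number, which the paper's methods do not mention, and beside it with the number as a block. The fits that left out a library and the exact permutation tests ignore the number. They treat same-numbered libraries as unrelated and do not check the fit with the block.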

To better understand the effects of Activin A and SB431542, we examined global mRNA expression using high-throughput RNA sequencing to identify genes that were differentially expressed in response to these reagents. Genes were considered to be differentially expressed if |log_2_[fold-change]| ≥ 1 (Activin A-treated / SB431542-treated) with an adjusted *p* value<0.05. 

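HES1 (ENSSSCG00000031356, chromosome 13 of Sscrofa11.1, 131135970 to 131137865) was, after NANOG, the called gene with the largest rise. It was 60.7 ± 15.8 FPKM (SD, n = 3) with Activin A and 7.25 ± 1.48 (SD, n = 3) with SB431542, a log2 fold change of 2.88 on the log2(FPKM + 1) scale (standard error 0.22, adjusted p = 0.024 from limma; with the replicate block, standard error 0.12, adjusted p = 0.0083). TNFRSF11B (ENSSSCG00000027762) rose from 0.198 ± 0.0796 to 4.11 ± 1.64 FPKM, a log2 fold change of 2.05 (standard error 0.22, limma adjusted p = 0.042, with the block 0.016). Of the genes that were lower with Activin A, VCL (ENSSSCG00000010313) fell from 93.3 ± 7.61 to 34.0 ± 6.87 FPKM, a log2 fold change of -1.45 (standard error 0.16, limma adjusted p = 0.042, with the block 0.014). RAB35 (ENSSSCG00000033876) fell from 15.7 ± 0.169 to 5.31 ± 0.257 FPKM, a log2 fold change of -1.41 (standard error 0.084, limma adjusted p = 0.014, with the block 0.011). ACTA2, TXNIP and ARRDC4 changed by -1.13, -1.10 and -1.06, each with a limma adjusted p of 0.035 (with the block 0.014, 0.024 and 0.019). These genes were chosen among called genes whose groups did not overlap. The exact permutation test therefore had to give the smallest p that 3 libraries against 3 allow, 0.1. When each library was left out in turn and the block was not used, HES1 and RAB35 stayed past both thresholds in 2 of the 6 fits, and TNFRSF11B, VCL, ACTA2, TXNIP and ARRDC4 in 0, although each of the 5 had an unadjusted p of at most 5.1e-05 with all libraries. Of the changes of processing, dropping the filter took the call from TNFRSF11B, VCL, TXNIP and ARRDC4 (adjusted p = 0.096, 0.095, 0.058 and 0.055), and the filter of FPKM at least 1 from the first 3 (0.057, 0.057 and 0.056). TNFRSF11B and VCL lost it without the variance trend (0.052 each), and VCL and TXNIP with a pseudocount of 0.01 (0.061 and 0.057). Over all alternatives these adjusted p lay within 0.016 to 0.21 for TNFRSF11B, 0.014 to 0.20 for VCL, 0.024 to 0.17 for TXNIP and 0.019 to 0.17 for ARRDC4.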

Using these criteria, 245 genes were classified as more abundant and 123 genes were less abundant in cells treated with Activin A versus cells treated with SB431542 (Additional file 9: Table S5; Fig. 7a)**.** Clustering analysis indicated that a large number of genes respond differently to the two treatments (Fig. 7b). 

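Without the replicate block, 8 genes were called higher and 5 lower with Activin A than with SB431542. The block moved these counts most. With it, 73 genes were called higher and 26 lower, next to same-number correlations of 0.404 to 0.590. At an adjusted p of at most 0.05 alone, 13 genes were higher and 6 lower without the block, and 233 and 170 with it. The unadjusted p was at most 0.05 for 1797 genes without the block and 3319 with it. Of the genes past the unadjusted p and the fold threshold together without the block, 87 were higher and 35 lower, and with it 100 and 38. In 2802 genes, or 20.0% of those tested, the 3 values of one treatment lay all above the 3 of the other, against 10% from chance. Of the genes the paper's Table S5 lists as more abundant, 238 were tested and all 238 had a higher mean with Activin A; 7 were called without the block and 63 with it. Of those it lists as less abundant, 118 were tested and all had a lower mean, with 3 called without the block and 21 with it. Here too the lists come from the same libraries, so the directions were largely fixed in advance. The FPKM values of Table S5 are those of the deposited table.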

KEGG pathway analysis (using adjusted *p* value<0.05) (Additional file 10: Table S6) strongly suggested involvement of the TGF-β signaling pathway (Additional file 11: Figure S5). 

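The paper's table lists 11 pathways for this comparison, with TGF-β at rank 8 by its order and an adjusted p of 0.0198 as the paper's value. The 6 members it names were all matched and all higher with Activin A, a direction fixed by their being the paper's calls. SMAD7 and LEFTY2 were called without the replicate block, and 5 of the 6 with it. The Notch pathway, at rank 3, had 5 of 6 members matched, with HES1 called without the block and 3 members with it. The list of TGF-β genes compiled for the first comparison had 76 genes tested here. Their mean log2 fold change lay 0.11 above that of the other genes, a difference that was not past the threshold without the block (camera p = 0.53, adjusted p = 0.57 over 16 tests) or with it (p = 0.48, same-number correlations 0.404 to 0.590), and 38 of the 76 genes were higher with Activin A. Without the block, 2 genes of the list were at an adjusted p of at most 0.05 over all genes and 4 over the list alone, all of them higher. With the block, 5 genes of the list were called higher and 1 lower.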

Clustering analysis shows that Activin/SMAD pathway-related genes were upregulated in cells treated with Activin A vs. cells treated with SB431542 (Fig. 7c). 

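A list of 17 targets of Activin, Nodal and Smad2/3, compiled in the same way, had 8 genes tested. Their mean log2 fold change lay 0.99 above that of the other genes (limma's camera test, adjusted p = 7.5e-06; unadjusted p = 1.4e-06, and 3.5e-05 with the replicate block, where same-numbered libraries correlated at a mean of 0.512), and 6 of the 8 were higher with Activin A. NANOG, SMAD7 and LEFTY2 were called without the block, and 4 genes with it; over the list alone, 4 were at an adjusted p of at most 0.05 against 3 over all genes. Removing the filter on low values changed the difference in the downward direction most, to 0.57 over 14 genes, and a pseudocount of 0.01 in the upward direction, to 2.06. With NANOG taken off the list, a test chosen after the data were seen, the other 7 lay 0.68 above (camera adjusted p = 0.00019 over 20 tests; unadjusted p with the block 0.00068). FGF4 (ENSSSCG00000012870), which is among the genes of the heat map, was listed at 0.156, 0.868 and 0.522 FPKM with Activin A and at 0, 0.603 and 0.0613 FPKM with SB431542. Its groups overlapped (exact permutation test, two-sided p = 0.3), and its log2 fold change was 0.32 (standard error 0.24, limma adjusted p = 0.61; with the block, standard error 0.091, adjusted p = 0.14). The 10 BMP targets of a separate list lay 0.60 above the other genes (camera adjusted p = 0.017; unadjusted p with the block 9e-04), with 0 called without the block, 3 at an adjusted p of at most 0.05 over the list alone, and 3 called with the block.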

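NANOG was 109, 195 and 157 FPKM in Activin A libraries 1, 2 and 3 and 11.8, 27.2 and 11.8 FPKM in SB431542 libraries 1, 2 and 3. Its means of 154 ± 43.0 (SD, n = 3) and 16.9 ± 8.89 (SD, n = 3) gave a log2 fold change of 3.18 (standard error 0.35, adjusted p = 0.042 from limma; with the replicate block, standard error 0.16, adjusted p = 0.011, at the same-number correlations of 0.404 to 0.590). Without the block and with each library left out in turn, the fold change lay between 2.99 and 3.56 and the adjusted p between 0.034 and 0.20, past the threshold in 1 of 6 fits. NANOG also lost its call with all libraries under a pseudocount of 0.01 (adjusted p = 0.063), no filter (0.10), a filter of FPKM at least 1 (0.057) and no variance trend (0.052), within a range of 0.011 to 0.20 over its alternatives, while its fold change stayed at 2.99 or above. SMAD7 (ENSSSCG00000004507, chromosome 1 of Sscrofa11.1, 98512800 to 98543924) was 7.34 ± 0.698 FPKM with Activin A and 1.41 ± 0.321 with SB431542, a log2 fold change of 1.80 (standard error 0.14, limma adjusted p = 0.024, with the block 0.016). Without the block SMAD7 was past the threshold in 0 of the 6 fits that left out a library (adjusted p between 0.056 and 0.15, unadjusted p 5.1e-06 with all libraries). LEFTY2 (ENSSSCG00000032299, chromosome 10, 13849052 to 13853438) was 1.37, 0.783 and 1.2 FPKM in the Activin A libraries and is listed at 0 in all 3 SB431542 libraries. On the log2(FPKM + 1) scale the means differed by 1.07 (standard error 0.12, limma adjusted p = 0.042, with the block 0.025). LEFTY2 was not called without the filter (0.068), without the variance trend (0.052) or in any of the 6 fits that left out a library, within 0.024 to 0.20. ID1 (ENSSSCG00000037016, chromosome 17, 35316518 to 35317742) was 18.0, 24.5 and 13.5 FPKM with Activin A and 4.31, 15.3 and 4.34 FPKM with SB431542. It was higher with Activin A at each replicate number, but the groups overlapped (exact permutation test, two-sided p = 0.2). Its log2 fold change of 1.31 was not past the threshold without the block (standard error 0.46, limma adjusted p = 0.32) or with it (standard error 0.23, adjusted p = 0.062).

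**Figure D3:**
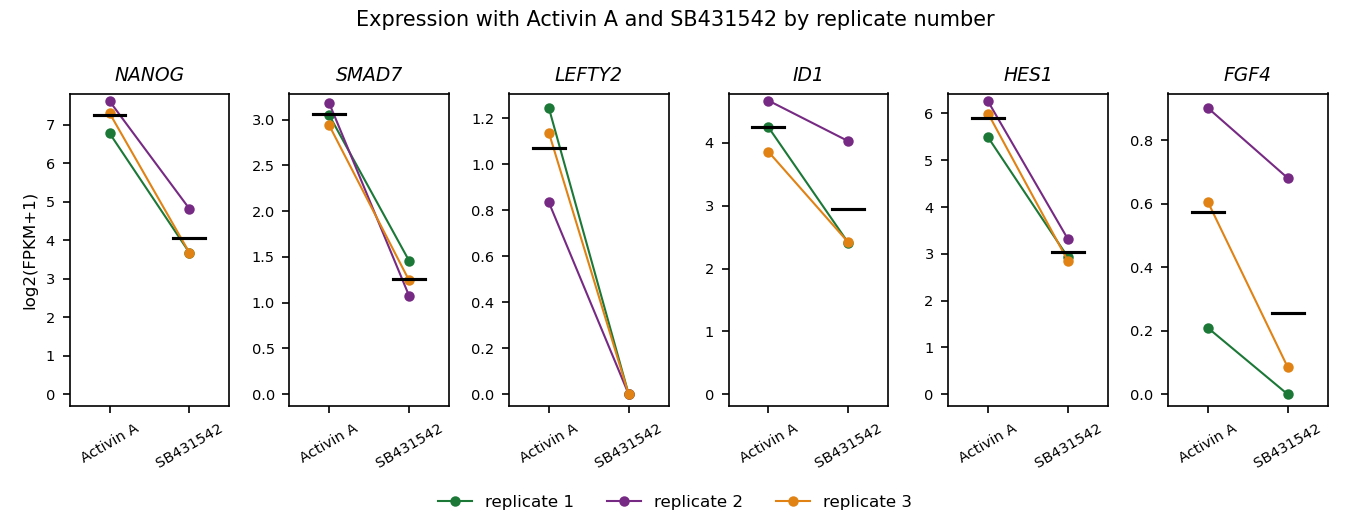
Expression as log2(FPKM + 1) of NANOG, SMAD7, LEFTY2, ID1, HES1 and FGF4 in the 3 Activin A and 3 SB431542 libraries. Points are libraries, lines join libraries with the same replicate number, and black bars are group means (none is drawn where all 3 libraries are listed at 0). All lines fall from Activin A to SB431542; for ID1 and FGF4, SB431542 library 2 lies above at least 1 Activin A library.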

Figure 7d shows the increases in expression of Smad2/3 target genes *NANOG*, *LEFTY2*, *SMAD7*, and *ID1.* In order to confirm that Activin A activates *NANOG* and that SB431542 inhibits *NANOG* through the Smad2/3 pathway, we measured the expression of Smad2/3 target genes using RT-PCR. The experiments confirmed that the levels of *NANOG*, *LEFTY2*, *SMAD7*, and *ID1* mRNA were higher in cells treated with Activin A than in cells treated with SB431542 (Fig. 7e). Western blots confirmed that NANOG protein is more abundant in Activin A-treated cells than in those treated with SB431542. Cells in both treatment groups expressed Smad2/3 protein, but pSmad2/3 protein was absent in cells treated with SB4315423 (Fig. 7f). In conclusion, Activin A directly regulates the expression of *NANOG* via pSmad2/3 in pig iPS cells.

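The ratio of NANOG FPKM with Activin A to that with SB431542 was 9.29, 7.18 and 13.3 for replicate numbers 1, 2 and 3. Set beside the knock-in libraries of the same number, which come from the other table, NANOG with Activin A was 2.10, 1.93 and 2.23 times as high, and NANOG with SB431542 was 0.226, 0.269 and 0.168 times as high. These last ratios compare levels across tables made separately and have no test. By the paper's description the media differed too, T1 without LIF for the treatments and LCDMV for the knock-in cells, although the sample labels name LCDMV throughout. The paper reports that NANOG rose when LIF was removed, so the ratios to the knock-in libraries cannot separate treatment from medium. The sequencing measures mRNA only; phosphorylated Smad2/3 was measured by the Western blots of Fig. 7f. From the higher expression of Smad2/3 target genes with Activin A in the sequencing and RT-PCR, and from the absence of pSmad2/3 together with less NANOG protein under SB431542, the paper concludes that Activin A acts on NANOG through pSmad2/3.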

**Fig. 7:**
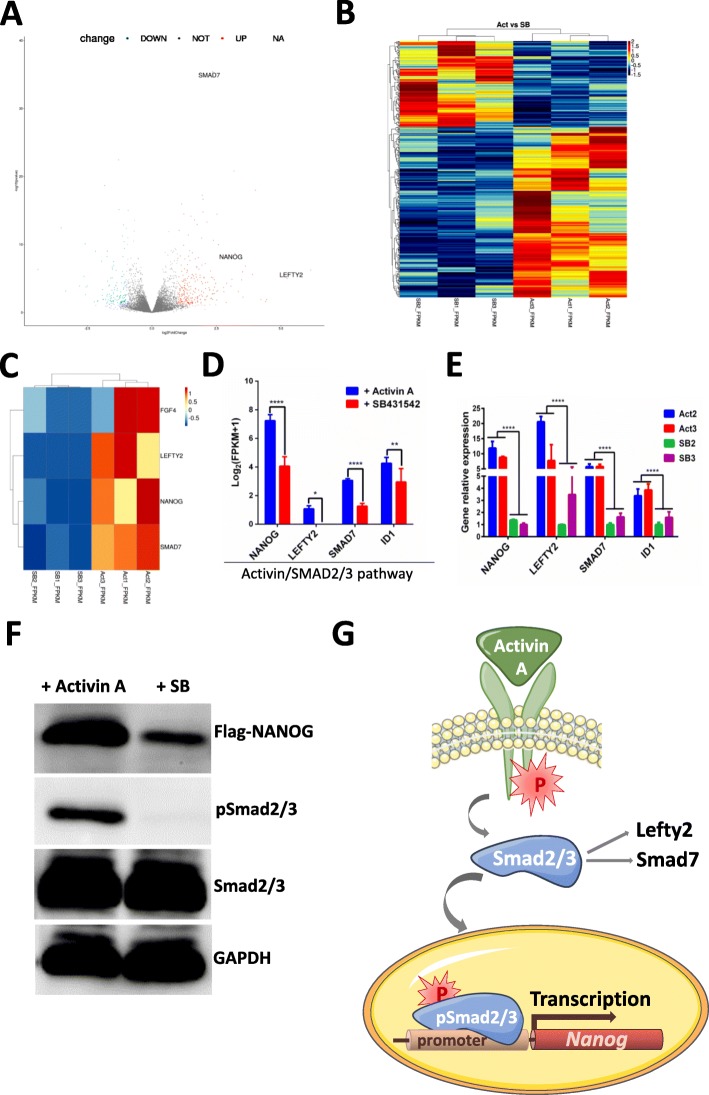
RNA-Seq analysis of cells treated with Activin A and SB431542. **a** Volcano plot showing expression values for genes in cells treated with Activin A versus SB431542. Genes represented by gray dots did not meet the criteria for differential expression. (log_2_[fold-change ≥1]; adjusted *p* value ≤ 0.05). (*n* = 3). **b** Heat map of the clustering analysis for differentially expressed genes in cells treated with Activin A versus SB431542. Adjst *p*<0.05 (*n* = 3). **c** Heat map showing expression of Activin/SMAD target genes. Adjst *p*<0.05 (*n* = 3). **d** Expression [log_2_(FPKM+1)] of Activin A/SMAD pathway target genes. **e** RT-PCR analysis of SMAD2/3 target gene expression. **f** Western blot analysis of selected proteins from cells grown with Activin A and SB431542. GAPDH was used as a loading control. **g** Model of the mechanism for Activin A regulation of *NANOG*. ****< 0.0001; ***< 0.001; **< 0.01, *< 0.5; ns, not significant

## Discussion

*NANOG* knock-in reporter PSCs have been used to study *NANOG* regulation in mice and humans. In this study, pig *NANOG* tdTomato knock-in positive reporter iPS cells were used to test the effects of several cytokines, their corresponding inhibitors, and the components of a primary culture system (LCDMV) on *NANOG* expression.

In the analysis of LCDMV medium, removal of DIM caused cells to differentiate and assume a flatted morphology. Similar results have been obtained using EPS cells from mice and humans [44]. Therefore, regulation of pluripotency by DIM appears to be conserved in mice, humans, and pigs. When CHIR was removed, *NANOG* expression decreased. CHIR, a component in 2i culture systems, plays an important role in maintaining mouse ES self-renewal [45]. Vc promotes iPS generation in mice and humans [46]. In our study, Vc was also vital for maintaining NANOG tdTomato expression. CDMV can sustain *NANOG* expression in feeder cells for long periods. However, when cells were transferred to a feeder-free system, NANOG tdTomato expression decreased, and by the third passage, tdTomato protein was not detectable by flow cytometry or fluorescence microscopy. Feeder cells are therefore necessary for NANOG tdTomato expression in pig PC-iPS cells without additional cytokines.

Heterogeneous NANOG is expressed in mouse embryonic stem cells [7]. But, patterns of NANOG in pig pluripotent stem cells (PSCs) from pre-implantation embryos are different from pig iPS cells. NANOG is highly expressed in pig ES cells from ICM/epiblast [13] and in pig EPS cells [12]. The NANOG expression of pig iPS cells in doxycycline-inducible system with 4 factors (OSKC) was low [36]. Pig iPS cells with doxycycline-inducible piggyBac (PB) expression vectors encoding porcine 4 factors (OSKC) NANOG expression were absent [34]. Our previous work showed that pig PC-iPS with 4 factors (OSKC), NANOG is heterogeneously expressed in LCDMV culture medium [14]. Others report that in pig iPS cells generated by episomal vectors [32] and lentivirus vectors [47] separately containing 6 factors (OKSM+NANOG+LIN28) NANOG is expressed, but exogenous *NANOG* factor has not been silenced. Activation of *NANOG* is necessary for establishing authentic pig iPS cells. Our NANOG tdTomato knock-in reporter positive piPS cells exhibited higher expression of the pluripotent genes *NANOG*, *TFCP2L1*, *CDH1*, *KLF2*, and *KLF5*, as well as higher NANOG protein expression than WT PC-iPS cells. Whether NANOG tdTomato knock-in reporter positive PC-iPS cells can meet the gold standard quality of pig iPS cells needs to be investigated using in vivo chimera tests.

LIF and BMP4 maintain pluripotency of mESCs [25], but hESCs do not depend on the LIF/STAT pathway [48]. Treatment with BMP4 promotes hESC differentiation [26]. We found that pig NANOG tdTomato PC-iPS cells were similar to hES cells in their response to BMP4 and do not depend on the LIF signal pathway. While the bFGF/ERK pathway maintains hESC [49] and mouse EpiSC [22, 50] pluripotency, it promotes *NANOG* tdTomato knock-in positive PC-iPS cell differentiation. This suggests that the bFGF/ERK pathway does not directly target *NANOG* in pig iPS cells. Activation of the AKT pathway is sufficient for maintaining the pluripotency of mouse cells [51]. IGF-1 and IGF-2 activate the PI3K/AKT pathway, thus maintaining human ESCs [28, 52]. This result contrasts with our results using pig NANOG tdTomato PC-iPS cells. However, when PI3K/AKT signaling is inhibited by LY294002, pig NANOG tdTomato PC-iPS cells proliferation decreases, as is also the case for human ES cells [49]. Thus, the PI3K/AKT pathway appears to be conserved in mice, and humans, but its function differs in pigs. Based on our cytokine screen in the absence of feeder cells, only Activin A activated NANOG tdTomato expression. This is also observed in humans and mice. *NANOG* is a direct target of the Activin A-SMAD2/3 pathway that maintains human [24, 53] and mouse ESC [54] pluripotency. Activin A can also maintain human ESC pluripotency in the absence of feeder layers [55], which is consistent with our results using pig cells. In conclusion, the Activin-SMAD pathway appears to directly regulate *NANOG* and is conserved among mice, pigs, and humans.

## Conclusions

In this study, pig *NANOG* tdTomato knock-in reporter iPS cells were employed to screen the key pathways involved in *NANOG* regulation. The Activin A/SMAD pathway directly regulates *NANOG* and appears to be conserved among mice, pigs, and humans. In contrast, the LIF/JNK-STAT, IGF/PIP3-AKT, FGF/ERK, and BMP4/SMAD pathways did not affect pig *NANOG* regulation in pig iPS cells, which is contrary to results obtained in mice and humans (Additional file 12). Therefore, Activin A may be used for de novo isolation of pig ESCs from pre-implantation embryos.

## Additional files

Additional file1 Table S1. Primers used for *NANOG* knock-in reporter construction and RT-PCR.

Additional file 2 Figure S1. Vector structures. A. *NANOG* sgRNA vector.. B. *NANOG HMEJ* donor vector.

Additional file 3 Figure S2. Molecular validation of *NANOG* tdTomato knock-in reporter positive PC-iPS. A. Overview of process used to generate *NANOG* tdTomato knock-in positive PC-iPS cells. B. Genotyping by PCR analysis at the 5′ and 3′ junctions of *NANOG* tdTomato knock-in constructs. C. knock-in positive PC-iPS cells were positive to AP staining, Scale bar 50 μm.

Additional file 4 : Table S2. Detail of genes expression of clustering Nanog, pEPS and embryos.

Additional file 5 : Figure S3. Transcriptome of NANOG tdTomato Knock-in reporter positive PC-iPS versus WT PC-iPS. A, Volcano plot showing distribution of fold-change values (x-axis) and log_10_ (adjusted *p*-values) (y-axis). A gene was defined as differentially expressed if its fold-change value |(log_2_[fold-change])|, calculated as *NANOG* tdTomato/WT PC-iPS, was 1 or more, with an adjusted p-value ≤0.05 (*n* = 3). Genes meeting these criteria are shown as red dots (if more abundant), blue dots (if less abundant), and gray (if relatively unchanged). Genes that are discussed in detail in the text have been labeled. B, Heat map of the clustering analysis of gene expression in *NANOG* tdTomato knock-in positive and WT PC-iPS cells. The color scale represents the fold-change in expression as |(log_2_[fold-change])|.

Additional file 6 : Table S3. Differentially expressed genes (DEGs) identified using RNA-Seq data obtained from *NANOG* tdTomato knock-in positive PC-iPS cells vs. WT PC-iPS cells. (log_2_[fold-change ≥1]; adjusted p-value ≤0.05).

Additional file 7 : Table S4. KEGG pathway enrichment analysis for differentially expressed genes identified using RNA-Seq data obtained from *NANOG* tdTomato knock-in positive PC-iPS cells vs. WT PC-iPS cells.

Additional file 8 : Figure S4. KEGG pathway analyses of differentially expressed genes identified by RNA-Seq in *NANOG* tdTomato knock-in positive PC-iPS cells vs. PC-iPS cells.

Additional file 9 : Table S5. Differentially expressed genes (DEGs) identified using RNA-Seq data obtained from *NANOG* tdTomato knock-in positive PC-iPS cells treated with Activin A or SB431542. (log_2_[fold-change ≥1]; adjusted p-value ≤0.05).

Additional file 10 : Table S6. KEGG pathway enrichment analysis for differentially expressed genes (DEGs) identified using RNA-Seq data obtained from *NANOG* tdTomato knock-in positive PC-iPS cells treated with Activin A or SB431542.

Additional file 11 : Figure S5. KEGG pathway enrichment analysis of differentially expressed genes identified by RNA-Seq in *NANOG* tdTomato knock-in positive PC-iPS cells in the presence of Activin A or SB431542.

Additional file 12 : Model of cytokine regulation of *NANOG* in mice, humans, and pigs.

## Abbreviations

Act: Activin A
AP: Alkaline phosphatase
BMP4: Bone morphogenetic proteins
CHIR: CHIR99021
Chr: Chromosome
DIM: (S)-(+)-dimethindene maleate
EPSCs: Expanded pluripotent stem cells
ESCs: Embryonic stem cells
FGF: Fibroblast growth factor
ICM: Inner cell mass
IGF1: Insulin-like growth factor 1
IL6: Interleukin 6
iPSCs: Induced pluripotent stem cells
LCDMV: Medium with LIF, CHIR, DIM, MIH, and Vc
LIF: Leukemia inhibitory factor
MIH: Minocycline hydrochloride
NHEJ: Non-homologous end joining
OSKC: OCT4, SOX2, KLF4, c-Myc
PAM: Protospacer adjacent motif
PIP3: Phosphoinositide 3-kinase
PSCs: Pluripotent stem cells
SB: SB431542
sgRNA: Single-guide RNA
T1: Medium with CHIR, DIM, MIH, and Vc
Vc: Vitamin C
WT: Wild-type

## References

[1] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[2] Thomson JA, Itskovitz-Eldor J, Shapiro SS, Waknitz MA, Swiergiel JJ, Marshall VS, Jones JM (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[3] Boyer LA, Mathur D, Jaenisch R (2006). Molecular control of pluripotency. Curr Opin Genet Dev.

[4] Boyer LA, Lee TI, Cole MF, Johnstone SE, Levine SS, Zucker JP, Guenther MG, Kumar RM, Murray HL, Jenner RG (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. Cell.

[5] Torres J, Watt FM (2008). Nanog maintains pluripotency of mouse embryonic stem cells by inhibiting NFkappaB and cooperating with Stat3. Nat Cell Biol.

[6] Pan G, Thomson JA (2007). Nanog and transcriptional networks in embryonic stem cell pluripotency. Cell Res.

[7] Chambers I, Silva J, Colby D, Nichols J, Nijmeijer B, Robertson M, Vrana J, Jones K, Grotewold L, Smith A (2007). Nanog safeguards pluripotency and mediates germline development. Nature.

[8] Hyslop L, Stojkovic M, Armstrong L, Walter T, Stojkovic P, Przyborski S, Herbert M, Murdoch A, Strachan T, Lako M (2005). Downregulation of NANOG induces differentiation of human embryonic stem cells to extraembryonic lineages. Stem Cells.

[9] Singh AM, Hamazaki T, Hankowski KE, Terada N (2007). A heterogeneous expression pattern for Nanog in embryonic stem cells. Stem Cells.

[10] Ramos-Ibeas P, Sang F, Zhu Q, Tang WWC, Withey S, Klisch D, Wood L, Loose M, Surani MA, Alberio R (2019). Pluripotency and X chromosome dynamics revealed in pig pre-gastrulating embryos by single cell analysis. Nat Commun.

[11] Zhang X, Xue B, Li Y, Wei R, Yu Z, Jin J, Zhang Y, Liu Z: A novel chemically defined serum- and feeder-free medium for undifferentiated growth of porcine pluripotent stem cells. J Cell Physiol. 2019. 10.1002/jcp.28185. [Epub ahead of print]10.1002/jcp.2818530701540

[12] Gao X, Nowak-Imialek M, Chen X, Chen D, Herrmann D, Ruan D, Chen ACH, Eckersley-Maslin MA, Ahmad S, Lee YL (2019). Establishment of porcine and human expanded potential stem cells. Nat Cell Biol.

[13] Choi KH, Lee DK, Kim SW, Woo SH, Kim DY, Lee CK: Chemically Defined Media Can Maintain Pig Pluripotency Network In Vitro. Stem Cell Reports. 2019;13(1):221–34.10.1016/j.stemcr.2019.05.028PMC662697931257130

[14] Xu J, Yu L, Guo J, Xiang J, Zheng Z, Gao D, Shi B, Hao H, Jiao D, Zhong L (2019). Generation of pig induced pluripotent stem cells using an extended pluripotent stem cell culture system. Stem Cell Res Ther.

[15] Kumar RM, Cahan P, Shalek AK, Satija R, DaleyKeyser A, Li H, Zhang J, Pardee K, Gennert D, Trombetta JJ (2014). Deconstructing transcriptional heterogeneity in pluripotent stem cells. Nature.

[16] Smith RCG, Stumpf PS, Ridden SJ, Sim A, Filippi S, Harrington HA, MacArthur BD (2017). Nanog fluctuations in embryonic stem cells highlight the problem of measurement in cell biology. Biophys J.

[17] Miyanari Y, Torres-Padilla M-E (2012). Control of ground-state pluripotency by allelic regulation of Nanog. Nature.

[18] Xenopoulos P, Kang M, Puliafito A, Di Talia S, Hadjantonakis A-K (2015). Heterogeneities in Nanog expression drive stable commitment to pluripotency in the mouse blastocyst. Cell Rep.

[19] Filipczyk A, Marr C, Hastreiter S, Feigelman J, Schwarzfischer M, Hoppe PS, Loeffler D, Kokkaliaris KD, Endele M, Schauberger B (2015). Network plasticity of pluripotency transcription factors in embryonic stem cells. Nat Cell Biol.

[20] Faddah DA, Wang H, Cheng AW, Katz Y, Buganim Y, Jaenisch R (2013). Single-cell analysis reveals that expression of nanog is biallelic and equally variable as that of other pluripotency factors in mouse ESCs. Cell Stem Cell.

[21] Nichols J, Smith A (2009). Naive and primed pluripotent states. Cell Stem Cell.

[22] De Los AA, Loh YH, Tesar PJ, Daley GQ (2012). Accessing naive human pluripotency. Curr Opin Genet Dev.

[23] Brady JJ, Li M, Suthram S, Jiang H, Wong WH, Blau HM (2013). Early role for IL-6 signalling during generation of induced pluripotent stem cells revealed by heterokaryon RNA-Seq. Nat Cell Biol.

[24] Xu RH, Sampsell-Barron TL, Gu F, Root S, Peck RM, Pan G, Yu J, Antosiewicz-Bourget J, Tian S, Stewart R (2008). NANOG is a direct target of TGFbeta/activin-mediated SMAD signaling in human ESCs. Cell Stem Cell.

[25] Ying QL, Nichols J, Chambers I, Smith A (2003). BMP induction of id proteins suppresses differentiation and sustains embryonic stem cell self-renewal in collaboration with STAT3. Cell.

[26] Xu RH, Chen X, Li DS, Li R, Addicks GC, Glennon C, Zwaka TP, Thomson JA (2002). BMP4 initiates human embryonic stem cell differentiation to trophoblast. Nat Biotechnol.

[27] Amita M, Adachi K, Alexenko AP, Sinha S, Schust DJ, Schulz LC, Roberts RM, Ezashi T (2013). Complete and unidirectional conversion of human embryonic stem cells to trophoblast by BMP4. Proc Natl Acad Sci U S A.

[28] Bendall SC, Stewart MH, Menendez P, George D, Vijayaragavan K, Werbowetski-Ogilvie T, Ramos-Mejia V, Rouleau A, Yang J, Bosse M (2007). IGF and FGF cooperatively establish the regulatory stem cell niche of pluripotent human cells in vitro. Nature.

[29] Wang L, Schulz TC, Sherrer ES, Dauphin DS, Shin S, Nelson AM, Ware CB, Zhan M, Song CZ, Chen X (2007). Self-renewal of human embryonic stem cells requires insulin-like growth factor-1 receptor and ERBB2 receptor signaling. Blood.

[30] Chen L, Khillan JS (2010). A novel signaling by vitamin A/retinol promotes self renewal of mouse embryonic stem cells by activating PI3K/Akt signaling pathway via insulin-like growth factor-1 receptor. Stem Cells.

[31] Nguyen TT, Sheppard AM, Kaye PL, Noakes PG (2007). IGF-I and insulin activate mitogen-activated protein kinase via the type 1 IGF receptor in mouse embryonic stem cells. Reproduction.

[32] Du X, Feng T, Yu D, Wu Y, Zou H, Ma S, Feng C, Huang Y, Ouyang H, Hu X (2015). Barriers for deriving transgene-free pig iPS cells with episomal vectors. Stem Cells.

[33] Zhang Y, Wei C, Zhang P, Li X, Liu T, Pu Y, Li Y, Cao Z, Cao H, Liu Y (2014). Efficient reprogramming of naive-like induced pluripotent stem cells from porcine adipose-derived stem cells with a feeder-independent and serum-free system. PLoS One.

[34] Liu K, Ji G, Mao J, Liu M, Wang L, Chen C, Liu L (2012). Generation of porcine-induced pluripotent stem cells by using OCT4 and KLF4 porcine factors. Cell Reprogram.

[35] Vassiliev I, Vassilieva S, Beebe LF, Harrison SJ, McIlfatrick SM, Nottle MB (2010). In vitro and in vivo characterization of putative porcine embryonic stem cells. Cell Reprogram.

[36] Ma Y, Yu T, Cai Y, Wang H (2018). Preserving self-renewal of porcine pluripotent stem cells in serum-free 3i culture condition and independent of LIF and b-FGF cytokines. Cell Death Discov.

[37] Montserrat N, Bahima EG, Batlle L, Hafner S, Rodrigues AM, Gonzalez F, Izpisua Belmonte JC (2011). Generation of pig iPS cells: a model for cell therapy. J Cardiovasc Transl Res.

[38] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[39] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[40] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat Protoc.

[41] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[42] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[43] Kong Q, Yang X, Zhang H, Liu S, Zhao J, Zhang J, Weng X, Jin J, Liu Z. Lineage specification and pluripotency revealed by transcriptome analysis from oocyte to blastocyst in pig. The FASEB Journal. 2019;34(1):691–705.10.1096/fj.201901818RR31914626

[44] Yang Y, Liu B, Xu J, Wang J, Wu J, Shi C, Xu Y, Dong J, Wang C, Lai W (2017). Derivation of pluripotent stem cells with in vivo embryonic and extraembryonic potency. Cell.

[45] Ying QL, Wray J, Nichols J, Batlle-Morera L, Doble B, Woodgett J, Cohen P, Smith A (2008). The ground state of embryonic stem cell self-renewal. Nature.

[46] Esteban MA, Wang T, Qin B, Yang J, Qin D, Cai J, Li W, Weng Z, Chen J, Ni S (2010). Vitamin C enhances the generation of mouse and human induced pluripotent stem cells. Cell Stem Cell.

[47] Fukuda T, Tani T, Haraguchi S, Donai K, Nakajima N, Uenishi H, Eitsuka T, Miyagawa M, Song S, Onuma M (2017). Expression of six proteins causes reprogramming of porcine fibroblasts into induced pluripotent stem cells with both active X chromosomes. J Cell Biochem.

[48] Daheron L, Opitz SL, Zaehres H, Lensch MW, Andrews PW, Itskovitz-Eldor J, Daley GQ (2004). LIF/STAT3 signaling fails to maintain self-renewal of human embryonic stem cells. Stem Cells.

[49] Li J, Wang G, Wang C, Zhao Y, Zhang H, Tan Z, Song Z, Ding M, Deng H (2007). MEK/ERK signaling contributes to the maintenance of human embryonic stem cell self-renewal. Differentiation.

[50] Hanna JH, Saha K, Jaenisch R (2010). Pluripotency and cellular reprogramming: facts, hypotheses, unresolved issues. Cell.

[51] Watanabe S, Umehara H, Murayama K, Okabe M, Kimura T, Nakano T (2006). Activation of Akt signaling is sufficient to maintain pluripotency in mouse and primate embryonic stem cells. Oncogene.

[52] Singh AM, Reynolds D, Cliff T, Ohtsuka S, Mattheyses AL, Sun Y, Menendez L, Kulik M, Dalton S (2012). Signaling network crosstalk in human pluripotent cells: a Smad2/3-regulated switch that controls the balance between self-renewal and differentiation. Cell Stem Cell.

[53] Tomizawa M, Shinozaki F, Sugiyama T, Yamamoto S, Sueishi M, Yoshida T (2011). Activin A maintains pluripotency markers and proliferative potential of human induced pluripotent stem cells. Exp Ther Med.

[54] Vallier L, Mendjan S, Brown S, Chng Z, Teo A, Smithers LE, Trotter MW, Cho CH, Martinez A, Rugg-Gunn P (2009). Activin/nodal signalling maintains pluripotency by controlling Nanog expression. Development.

[55] Beattie GM, Lopez AD, Bucay N, Hinton A, Firpo MT, King CC, Hayek A (2005). Activin A maintains pluripotency of human embryonic stem cells in the absence of feeder layers. Stem Cells.

# Supplementary material for: A cytokine screen using CRISPR-Cas9 knock-in reporter pig iPS cells reveals that Activin A regulates NANOG
**Source:** Stem Cell Res Ther. 2020 Feb 18;11:67. doi: 10.1186/s13287-020-1588-z
**Supplement:** Supplementary file 1 — Table S1. Primers used for NANOG knock-in reporter construction and RT-PCR.

**Table1. Primer List for CRISP/CAS9 knock in reporter construction and RT-PCR**

| **Primer for Donor construction** | |
| --- | --- |
| **Primer** | **Sequence** |
| NANOG Raw F | CTTACTGACTCCACCGGCAC |
| NANOG Raw R | ATGAACCAGTCACACTGGCAGG |
| NANOG 5' Arm 1 F | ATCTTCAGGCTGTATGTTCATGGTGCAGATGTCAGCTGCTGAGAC |
| NANOG 5' Arm 1 Mut R | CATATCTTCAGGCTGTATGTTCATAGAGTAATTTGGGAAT |
| NANOG 3' Arm 1 F | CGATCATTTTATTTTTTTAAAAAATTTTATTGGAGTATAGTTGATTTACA |
| NANOG 3' Arm 1 R | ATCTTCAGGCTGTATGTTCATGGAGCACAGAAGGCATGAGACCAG |
| NANOG 5' Arm 2 F | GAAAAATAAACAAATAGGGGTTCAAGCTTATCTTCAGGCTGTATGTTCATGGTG |
| NANOG 5' Arm 2 R | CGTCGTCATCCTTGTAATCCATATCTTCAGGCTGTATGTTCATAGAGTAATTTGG |
| NANOG 5' Arm 3 F | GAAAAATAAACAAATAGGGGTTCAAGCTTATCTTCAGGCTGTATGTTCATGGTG |
| NANOG 5'Arm 3 R | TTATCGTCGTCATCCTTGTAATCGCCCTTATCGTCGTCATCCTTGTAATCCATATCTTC |
| NANOG 3' Arm 2 F | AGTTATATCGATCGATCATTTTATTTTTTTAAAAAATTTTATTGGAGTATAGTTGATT |
| NANOG 3' Arm 2 R | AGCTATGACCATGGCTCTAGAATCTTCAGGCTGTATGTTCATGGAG |
| TdTomato-Puro 1F | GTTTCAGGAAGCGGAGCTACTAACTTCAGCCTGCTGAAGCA |
| TdTomato-Puro 1R | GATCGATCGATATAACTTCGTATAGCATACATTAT |
| TdTomato-Puro 2F | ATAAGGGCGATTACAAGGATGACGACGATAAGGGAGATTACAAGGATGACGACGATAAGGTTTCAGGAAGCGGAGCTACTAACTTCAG |
| TdTomato-Puro 2R | ATGATCGATCGATATAACTTCGTATAGCAT |
| **Primer for sgRNA construction** | |
| **Primer** | **Sequence** |
| NANOG sgRNA F | ACCGATCTTCAGGCTGTATGTTCA |
| NANOG sgRNA R | AAACTGAACATACAGCCTGAAGAT |
| **Primer for Genotyping** | |
| **Primer** | **Sequence** |
| Chr1 5' Test F | CCTGAGGTTTATGGGCCTGA |
| Chr1 5' Test R | TGAGGTCCCACTGTAGAGCA |
| Chr1 3' Test F | GCTAGCTTACCATGACCGAGTACAA |
| Chr1 3' Test R | TGCTTCTAACTAGGAAGGAGAATC |
| Chr5 5' Test F | TGTCCATTGCTGAAGCATGTAAT |
| Chr5 5' Test R | GAAGTTAGTAGCTCCGCTTCCTG |
| Chr5 3' Test F | GCTAGCTTACCATGACCGAGTACAA |
| Chr5 3' Test R | CTCTACCACCCATTATTCGCCT |

| **Primers for RT-PCR** | |
| --- | --- |
| **Primer** | **Sequence** |
| Endo-Nanog-F | CCTACAATCCAGCTCTTTGG |
| Endo-Nanog-R | CTCAGGCATTGGTGAAGATT |
| Endo-Oct4-F | CTTCACCACCCTGTACTCCTC |
| Endo-Oct4-R | GCTTCTCTCCCTAGCTCACC |
| Endo-Sox2-F | CATCAACGGTACACTGCCTCTC |
| Endo-Sox2-R | ACTCTCCTCCCATTTCCCTCTTT |
| CDH1-F  CDH1-R | GCAATCACCTCACGGGAAT  TTATCAGCACCCACGCAA |
| TCFP2L1-F | TGCACGAAGAGACCTTGACC |
| TCFP2L1-R | CGCGGATGGTACTCTTCACA |
| LEFTY2-F  LEFTY2-R  Smad7-F  Smad7-R  ID1-F  ID1-R | CCACGTGAGGGCCCAGTA  TCCATGTCGAACACCAGCAG  TACTGGGAGGAGAAGACGAGAGTG  TGGCTGACTTGATGAAGATGGG  CTCGACGAACAGCAGGTGAA  CAGATTGGAGGGGACAAGATT |

How the deposited data were processed for this re-analysis (not part of the article)

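Expression values were taken as the authors deposited them, as FPKM per gene in a table for knock-in positive and WT PC-iPS cells and a table for Activin A and SB431542, with 24358 genes and 6 libraries each. The authors made them by trimming reads with Trim Galore, aligning to Ssc11.1 with Hisat2 and running StringTie with the Ensembl annotation the paper names, and they tested read counts from featureCounts with DESeq2. FPKM is scaled to the reads of each library and the length of each gene, and no further scaling was applied. The FPKM columns in the paper's Tables S3 and S5 differed by 0 from the tables used here. Read counts were not used here, so total depth is unknown and no counting error can be given; relative depth was estimated from the commonest ratio between libraries of values under 0.3 FPKM.

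Tests were made within each table and never across the tables. Genes with at least 0.1 FPKM in 3 or more of 6 libraries were kept, 1 was added before taking log2, and limma 3.58.1 was run with a variance trend in R 4.3.3 with data.table 1.17.8. A gene was called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05. Lists of genes were tested with camera at an inter-gene correlation of 0.01, with adjustment over 16 tests of 8 lists in 2 comparisons. The lists were compiled from general knowledge before the FPKM tables were read, and some of their members had been seen in the paper's Table S3. Single genes were also given an exact two-sided permutation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

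Sample labels number the libraries of each group 1 to 3, and the paper numbers the knock-in lines in the same way; this numbering is where the pairing of libraries comes from. It was checked by correlating, across 13696 genes, the deviations of libraries from their group means. The replicate number was then used as a block in an alternative fit.

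Genes named in the text are the 5 with the largest change in each direction among called genes that have a symbol and whose groups do not overlap, and every gene the paper names for these samples. Other genes were named after their values had been seen and are marked as such. Of 20 genes the paper names in the first comparison, 1, POU5F1, had no identifier paired with its symbol and 1, TFCP2L1, was below the filter. Symbols came from the paper's tables and covered 17491 genes, 40 of them through Table S2. Coordinates are those of the RefSeq annotation of Sscrofa11.1, matched by symbol.

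In a simulation with known answers, 200 genes with a mean of about 10 FPKM or more were given a log2 fold change of 2. Noise was drawn independently for each gene and library, with no replicate effect and no correlation between genes. The simulation therefore does not cover genes of low FPKM or lists of correlated genes. It also cannot say what the block gains where same-numbered libraries deviate together. Without the replicate block the test recovered 186 of 200 with 1 false call in the first comparison and 192 with 1 false call in the second; with the block it recovered 182 with 3 false calls and 189 with 2. A list of 40 genes shifted by 1 was found in both comparisons, and among lists of random genes camera passed 6 in the first comparison and 2 in the second. The relative depth of 1.3 set in a simulation was recovered.

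Alternatives were run for counts of called genes, for named genes and for the list results whose range over the alternatives is printed. They were pseudocounts of 0.1 and 0.01, no filter, a filter of 1 FPKM, TPM, median-ratio scaling and quantile normalization. Results were also recomputed without the variance trend, with the block and without each library in turn. The adjusted p alone was applied only to counts of called genes. Named genes that did not pass the filter of 1 FPKM have no value there. The clustering and the correlation of the changes had smaller sets of alternatives. Other list results, such as those of BMP targets and fibroblast genes, were repeated with the block only. List results with a printed range were also tested at an inter-gene correlation of 0.05. Lists that hold NANOG were also tested without it, which was chosen after the data were seen. Their adjustment ran over these 4 tests and the 16 others. The KEGG enrichment, the RT-PCR, flow cytometry and blots, and the sequence around the gRNA target were left out.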

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

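The tests of harvest, of NANOG level and of fibroblast genes were chosen only after the results were seen; those of other splits of the libraries, of the highest genes, of gene length and of depth were chosen before.

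Genes of the immediate-early response, which the paper does not discuss as a group although it names the members KLF2 and KLF6, were higher in knock-in positive than in WT PC-iPS cells. The 40 tested genes of this list lay 1.39 above the other genes in mean log2 fold change (camera adjusted p = 9.6e-14), 36 of them were higher and 19 were called. With the adjustment over the list alone, 25 were at an adjusted p of at most 0.05, against 19 over all genes. Some members had been seen in the paper's Table S3 when the list was compiled. Without the 20 highest genes and with libraries rescaled, the list's mean log2 fold change was 1.38. After regression on gene length and mean expression its difference was 1.18, with lengths known for 95% of the tested members, and among genes with a mean of at least 10 FPKM, where the lower depth of WT matters little, it was 1.34. The Activin A libraries kept a fraction of 1.22 of the difference from WT, which goes against a harvest effect limited to the 3 knock-in cultures. The SB431542 libraries, where NANOG was low, kept 0.946, which goes against NANOG level as the source of most of the difference. A smaller part may still go with it or with the treatments, since the list lay 0.382 above the other genes with Activin A against SB431542 (camera adjusted p = 6.4e-05, unadjusted 6.4e-05 with the replicate block, 27 of 40 higher, 0 called without the replicate block and 7 with it, same-number correlations 0.404 to 0.590). Both fractions compare tables made separately and use the same 3 WT libraries. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave a difference as large, and the other 3 gave 0.325, 0.233 and -0.832. The 6 splits that part 1 pair lay between -0.478 and 0.737. So few splits cannot give a share under 0.05 whatever the data, so the share cannot decide on a chance split. The real difference of 1.39 was larger in size than that of any other split. A difference in handling on the WT side and the selection of the knock-in lines are not separated by this design. FOS and EGR1 differed widely among the WT libraries, at 51.0, 13.6 and 3.5 FPKM for FOS and 183, 64.6 and 14.0 FPKM for EGR1; these genes were picked after their values were seen.

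Genes of the actin cytoskeleton and targets of SRF and YAP, which the paper does not discuss as a group although it names the Hippo pathway, with LATS2, AJUBA and ACTG1 of this list among the members in its table, were also higher in knock-in positive cells. The 28 tested genes lay 1.53 above the other genes (camera adjusted p = 2.2e-18), with 26 higher and 19 called. At an adjusted p of at most 0.05 there were 24 over the list alone and 23 over all genes. The same caveat on list members seen beforehand holds here. The mean was 1.55 without the 20 highest genes, and the difference was 1.41 after regression on gene length, with lengths known for 92.9% of members, and 1.53 among genes of at least 10 FPKM. The Activin A libraries kept a fraction of 0.965 and the SB431542 libraries 1.06, against harvest of the knock-in cultures alone and against NANOG level. With Activin A against SB431542 the list lay at -0.142 relative to the other genes (camera adjusted p = 0.00061, unadjusted 0.00024 with the replicate block, 7 of 28 higher). Feeder cells were removed before RNA extraction, and RNA left from fibroblasts could raise these genes. A list of fibroblast genes lay 0.492 above the other genes (camera adjusted p = 0.014), past the threshold but less than the actin list. In it 11 of 16 genes were higher, and TWIST2, DCN and TWIST1 were called. At an adjusted p of at most 0.05 this list had 8 genes over the list alone and 3 over all genes. Of its collagen genes, COL1A1 was lower in knock-in positive cells, at 0.739, 0.782 and 0.345 FPKM against 1.09, 1.46 and 0.838 in WT, while COL1A2 was 10.6 ± 1.89 FPKM (SD, n = 3) in knock-in positive cells and 5.18 ± 1.95 in WT. SPARC was high in both, 339 ± 19.7 and 332 ± 45.6 FPKM. These genes were picked after their values were seen. The smaller difference of the fibroblast list goes against fibroblast RNA as the source of the whole actin difference, but a contribution is not excluded. Again 1 of 4 comparable splits, the real one, gave a difference as large, the others gave 0.598, 0.409 and -0.522, and the 6 splits that part 1 pair lay between -0.553 and 0.569. The number of splits leaves a chance split open here too. That knock-in lines and WT cells may differ in adhesion or spreading remains a hypothesis.

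Genes of the trophectoderm, which the paper does not discuss as a group in these cells although it names GATA2, lay 1.22 above the other genes (camera adjusted p = 4.8e-05). All 11 tested genes of the list were higher in knock-in positive cells, and KRT8, TFAP2A and TEAD4 were called. With the adjustment over the list alone 8 were at an adjusted p of at most 0.05, against 3 over all genes. The lines were uneven, with KRT8 at 96.7, 428 and 44.3 FPKM in knock-in lines 1, 2 and 3. Of the fits that left out a library, the one without knock-in 2 gave the smallest difference, 0.916 (camera unadjusted p = 2.3e-06). Line 2 therefore added to the difference but was not its only source. The list's mean was 1.22 without the 20 highest genes, and the difference was 1.19 after regression on gene length, with lengths known for 100% of members. Among genes of at least 10 FPKM it was 2.02, but only 3 members are that high and at least 5 were required, so that test could not decide on the lower depth of the WT libraries. With a filter of FPKM at least 1 the difference was 1.79 over 7 genes, so it did not shrink among higher genes. Lower depth is therefore unlikely to be the source of the whole difference, while for the members of low FPKM the pattern cannot be told apart from it. The Activin A libraries kept a fraction of 1.24 and the SB431542 libraries 0.997, and with Activin A against SB431542 the list lay 0.308 above the other genes (camera adjusted p = 0.066, unadjusted 0.078 with the replicate block, where 2 members were called higher and 1 lower, 7 of 11 higher). Of the 4 comparable splits 1, the real one, gave a difference as large, the others gave 0.666, -0.109 and -0.663, and the 6 splits that part 1 pair lay between -0.633 and 0.697, so a chance split remains open for the same reason.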

How the results depend on the processing

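The alternatives for the counts of called genes, the TGF-β and Smad2/3 lists, the named genes, the clustering and the settings of the shared response were set before the data were examined; those for the immediate-early, actin, trophectoderm and pluripotency lists and for Rfam genes, taking NANOG off a list, and leaving out libraries for the shared response, were chosen only after the results were seen.

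The count of genes higher in knock-in positive cells, 225, became 346 and 320 with pseudocounts of 0.1 and 0.01 and 157 without the filter. It was 242 with a filter of FPKM at least 1, 326 with TPM and 684 with the adjusted p alone. Across the 6 fits that each left out one library it ran from 119 to 298. The count of lower genes, 99, became 192 and 181 with pseudocounts of 0.1 and 0.01, 42 without the filter, 156 with TPM and 328 with the adjusted p alone, and from 28 to 142 without one library. With the replicate block the counts were 172 and 60, but same-numbered knock-in and WT libraries showed no shared deviation (-0.0169, 0.0100 and 0.0961), so the pairing has no basis there; GREM1, WNT3, KRT8 and CD99 had adjusted p of 0.076, 0.058, 0.059 and 0.060 with it. For Activin A against SB431542, the 8 higher genes became 5 with a pseudocount of 0.01, 3 without the filter, 2 with a filter of FPKM at least 1, 3 without the variance trend (eBayes without trend), 73 with the block and 13 with the adjusted p alone, and from 0 to 4 without one library. The 5 lower genes became 3 with a pseudocount of 0.01, 2 without the filter, 3 with the filter of FPKM at least 1 and 26 with the block, and from 0 to 1 without one library. At an unadjusted p of at most 0.05 there were 1797 genes with all libraries. In each case the cause was not tested.

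The TGF-β list in knock-in positive cells kept its direction in every alternative, with differences from 0.227 to 0.436, but at an inter-gene correlation of 0.05 its difference of 0.257 had p = 0.14, and without one library it ran from 0.208 to 0.306 with p from 0.0026 to 0.084. With Activin A the TGF-β list stayed above 0 and never passed the threshold (0.0910 to 0.225, and 0.0571 to 0.174 without one library). The Smad2/3 list stayed past the threshold throughout (0.574 to 2.06, and 0.888 to 1.16). The pluripotency (0.500 to 1.14), immediate-early (1.36 to 2.02), actin (1.48 to 1.68) and trophectoderm (0.894 to 1.79) lists kept their direction and side of the threshold under these alternatives and without any one library. With NANOG taken off, the pluripotency list lay at 0.584 and the Smad2/3 list with Activin A at 0.678, both past the threshold.

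In the clustering, 1 embryo column joined the branch with each gene scaled and 0 did under the 3 other alternatives. The correlation of the changes in both comparisons, 0.05, ran from 0.024 to 0.06 over the settings, and without one library from -0.035 to 0.099. It reversed without knock-in 3 (-0.0064), WT 2 (-0.005), Activin A 2 (-0.0047) and SB431542 3 (-0.035); the cause was not tested. The 31 Rfam genes called lower became 17 without the filter and from 10 to 30 without one library; the cause was not tested.

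Among the 28 named genes of the first comparison, 366 of 416 checks left direction and call in place, 44 lost and 6 gained a call and 0 reversed, and 15 genes were unchanged in all of theirs. Among the 12 of the second, 106 of 178 did so, 72 lost a call, 0 gained one and 0 reversed, and 2 were unchanged throughout. The unknown and lower depth of the WT libraries limits genes of low FPKM, for which the pseudocount moved the fold change most.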

Differences from the paper's values

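No test reported here was chosen only after the result was seen. The paper reports 633 transcripts as more abundant in knock-in positive cells, and 225 were called higher here. With the adjusted p alone, without the fold threshold that the paper also applied, the count was 684. That is near the paper's number but not made up of the same genes, since 305 of the 607 tested transcripts in the paper's list had an adjusted p of at most 0.05 here. None of the other alternatives set before the data were examined came near the paper's count. The paper reports 536 as less abundant, and 99 were called lower here; none of the alternatives set before the data were examined closed the gap, the nearest being 328 with the adjusted p alone. For Activin A against SB431542 the paper reports 245 genes as more abundant and 123 as less abundant, and 8 and 5 were called here. No single alternative set before the data were examined closed these gaps, the nearest being 73 and 26 with the replicate block. The block together with the adjusted p alone gave 233 and 170. The first is near the paper's 245 and the second above its 123, but the fold threshold that the paper applied is then missing. The tests differ in kind, since the paper tested read counts and the values here are FPKM.

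The paper names CDH1, KLF5 and GATA2 among the genes upregulated in knock-in positive cells. Each had a higher mean here, but CDH1 (log2 fold change 1.55, limma adjusted p = 0.11) and KLF5 (1.33, 0.11) were not called in any alternative set before the data were examined. GATA2 (1.32, 0.057) was called with a filter of FPKM at least 1 (adjusted p = 0.045) and with TPM (0.046), in a range of 0.045 to 0.14. For CDH1 the paper also reports a rise by RT-PCR, which was not analysed here. It reports the same for TFCP2L1, which was at most 0.0571 FPKM in all 12 libraries and could not be tested in the sequencing. The paper's heat map of TGF-β genes includes BMP2, BMP7, INHBA and TGFBI. TGFBI was called with pseudocounts of 0.1 and 0.01 and with TPM (log2 fold changes 1.1, 1.12 and 1.06), and BMP2 was called when WT library 3 was left out (1.04, adjusted p = 0.043, in a range of 0.043 to 0.15). BMP7 and INHBA were called under none of the alternatives.

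The paper lists ID1 among the Smad2/3 targets that increase with Activin A and shows FGF4 in the heat map of Fig. 7c. ID1 (log2 fold change 1.31, limma adjusted p = 0.32) and FGF4 (0.32, 0.61) were higher on average here and were called under none of the alternatives, the block included. Neither is in the paper's Table S5. By RT-PCR, which was not analysed here, the paper does report ID1 as higher with Activin A. Fig. 7c colours FGF4 among the highest in Activin A library 1 and below the mean in SB431542 library 2, where the table used here lists 0.156 and 0.603 FPKM. The paper's text writes GRIM1 for a gene that the tables list as GREM1.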

Other observations

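The splits of the libraries for results other than Rfam genes and the correlation between the comparisons were chosen in advance; the use of that correlation as a test of NANOG level, and all other tests in this part, were chosen only after the result was seen.

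Most differences between knock-in positive and WT cells were also present where NANOG was low. For the 225 genes called higher, the median fraction of the difference from WT kept in the SB431542 libraries was 0.998 (quartiles 0.891 and 1.12), and for the 99 called lower it was 0.996 (0.772 and 1.1). NANOG itself kept -0.033, and no other gene called higher kept under 0.25. NANOG level at harvest is therefore not a likely source of most of these differences. Selection of the lines, earlier NANOG expression, or handling of the WT cells may account for them and are not separated here. The WT libraries enter both parts of each fraction, and the tables were made separately.

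Log2 fold changes of the knock-in comparison and of the Activin A comparison had a Spearman correlation of 0.05 across 13696 genes, which are not independent replicates. This value cannot decide on a shared dependence on NANOG level. Few genes were called with Activin A (13, or 99 with the replicate block), and the sign reversed in some fits that left out a library. Of the genes called higher in knock-in positive cells, 100 were higher and 125 lower with Activin A, so as a set they did not rise with NANOG. Among genes called in both comparisons, the second with the replicate block, HES1, HEY1, FOSB, KLF10, CCN2, DBH, PIM1 and PXDC1 rose in both, as NANOG did, and so did the gene without a symbol ENSSSCG00000038406. MAP7, TXNIP and ARRDC4 fell in both. LIN28A, KRT8, ACTA2, VCL, PKDCC, PRTG, LMOD1 and LRRC10B were higher in knock-in positive cells and lower with Activin A. PALMD (-1.18 and 1.39) and ENSSSCG00000031190 (-1.39 and 2.08) were lower in knock-in positive cells and higher with Activin A. All were picked after their values were seen.

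LIN28A stood at 90.0, 200 and 67.5 FPKM with Activin A and at 327, 498 and 192 with SB431542, a log2 fold change of -1.55 (standard error 0.47, limma adjusted p = 0.27; with the block 0.11 and 0.015, same-number correlations 0.404 to 0.590). GATA2 stood at 26.3, 38.9 and 21.7 FPKM with Activin A and at 2.15, 10.8 and 4.74 with SB431542 (log2 fold change 2.28, limma adjusted p = 0.16, with the block 0.034), and TFAP2C at 6.93, 17.8 and 4.21 against 1.27, 6.36 and 1.01 (1.51, 0.39, with the block 0.019). TFCP2L1 was at most 0.0571 FPKM in all 12 libraries.

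Libraries of the same replicate number deviated together among knock-in, Activin A and SB431542 libraries, with mean correlations of 0.607, 0.576 and 0.512 for the 3 pairs of groups. Of 36 numberings of the Activin A and SB431542 libraries, 1, the one given, reached a mean as high, 0.565, and the next reached 0.266. A candidate explanation, which this test bears on, is that the replicate numbers are the 3 cell lines.

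Rfam genes, which are small RNA genes in families of similar copies, made up 31 of the 99 genes called lower in knock-in positive cells, or 31.3%, against 2.83% of genes tested, and 0 were called higher. At an unadjusted p of at most 0.05 there were 118 in either direction. Their median log2 fold change was -0.196, and -0.654 among those of at least 10 FPKM, which goes against lower depth of the WT libraries. It was -0.288 with TPM, -0.201 with median-ratio scaling and -0.195 with quantile normalization. The Activin A libraries kept a fraction of 1.08 of the mean difference from WT, against harvest of the 3 knock-in cultures alone, and the SB431542 libraries 0.614, so that most but not all of it was present where NANOG was low. With Activin A against SB431542, 284 of 393 Rfam genes were lower, with a median of -0.123 (-0.337 among those of at least 10 FPKM, and -0.221, -0.122 and -0.118 with TPM, median-ratio scaling and quantile normalization); 0 were called with or without the replicate block, and 51 had an unadjusted p of at most 0.05 without it. Rfam genes made up 0.281% to 0.314% of FPKM with Activin A, 0.36% to 0.414% with SB431542, 0.47% to 0.479% in WT and 0.3%, 0.362% and 0.257% in knock-in lines 1, 2 and 3. Line 2, where NANOG was highest of the 3, had the highest share, so the share did not fall with NANOG level among the lines. A part of the difference may go with the treatments or with NANOG level, which are not separated here. Reads shared between copies and differences in library preparation were not tested. Of the 4 comparable splits 1, the real one, gave a result as large, the smallest share they allow, so they cannot decide on a chance split.

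For the other results of a model across genes, the real split was compared with the 3 others that part all same-numbered pairs. The real split was the 1 of 4 with as many called genes between knock-in and WT, where it gave 324 and each other gave 0. It was also the 1 of 4 between Activin A and SB431542, with 13 genes without the block and 99 with it, where each other gave 0. It was the 1 of 4 for the TGF-β list in both comparisons, for the Smad2/3 list with Activin A and for the pluripotency list in knock-in positive cells. The other splits gave 0.114, 0.0373 and -0.106 for the TGF-β list between knock-in and WT, and 0.322, 0.417 and -0.252 for the Smad2/3 list. A share of 1 in 4 is the smallest these splits allow, so none of these results can be separated from a chance split in this way. The 6 splits that part 1 pair gave 0 genes in the first comparison and 0 to 1 in the second. For the TGF-β list with Activin A these 6 ran from -0.155 to 0.154, and both ends exceed the real 0.105 in size. Between knock-in and WT they ran from -0.18 to 0.102 for the TGF-β list (real 0.257) and from -0.422 to 0.31 for the pluripotency list (real 0.67). For the Smad2/3 list with Activin A they ran from -0.573 to 0.671 (real 0.99).

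In the paper's clustering table, the column that correlated best with the FPKM of each of the 3 knock-in lines was that of line 3, so the columns were not told apart by line.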
